# Transcriptomic profile of lettuce seedlings (*Lactuca sativa*) response to microalgae extracts used as biostimulant agents

**DOI:** 10.1093/aobpla/plad043

**Published:** 2023-07-02

**Authors:** Danilo F Santoro, Ivana Puglisi, Angelo Sicilia, Andrea Baglieri, Emanuele La Bella, Angela Roberta Lo Piero

**Keywords:** Biostimulant, Chlorella vulgaris, lettuce, microalgae, RNAseq, Scenedesmus quadricauda

## Abstract

To reduce the use of chemical fertilizers and maximize agricultural yields, the use of microalgae extracts as biostimulants has recently attracted significant attention due to their favourable impact on both plant growth and their ability to induce tolerance towards environmental stressors. Lettuce (*Lactuca sativa*) is one of the most important fresh vegetables that often requires applications of chemical fertilizers to increase quality and productivity. Accordingly, the purpose of this study was to analyse the transcriptome reprogramming of lettuce (*L. sativa*) seedlings in response to either *Chlorella vulgaris* or *Scenedesmus quadricauda* extracts by applying an RNAseq approach. Differential gene expression analysis revealed that the core gene set that responded to microalgal treatments in a species-independent manner includes 1330 clusters, 1184 of which were down-regulated and 146 up-regulated, clearly suggesting that the repression of gene expression is the main effect of algal treatments. The deregulation of 7197 transcripts in the *C. vulgaris* treated seedlings compared to control samples (*Ls*Cv vs. *Ls*CK) and 7118 transcripts in the *S. quadricauda* treated seedlings compared to control samples (*Ls*Sq vs. *Ls*CK) were counted. Although the number of deregulated genes turned out to be similar between the algal treatments, the level of deregulation was higher in *Ls*Cv versus *Ls*CK than in *Ls*Sq versus *Ls*CK. In addition, 2439 deregulated transcripts were observed in the *C. vulgaris* treated seedlings compared to *S. quadricauda* treated samples (*Ls*Cv vs. *Ls*Sq comparison) suggesting that a specific transcriptomic profile was induced by the single algal extracts. ‘Plant hormone signal transduction’ category includes a very elevated number of DEGs, many of them specifically indicating that *C. vulgaris* actives both genes involved in the auxin biosynthesis and transduction pathways, whereas *S. quadricauda* up-regulates genes implicated in the cytokinin biosynthesis pathway. Finally, algal treatments induced the deregulation of genes encoding small hormone-like molecules that are known to act alone or by interacting with major plant hormones. In conclusion, this study offers the groundwork to draw up a list of putative gene targets with the aim of lettuce genetic improvement that will allow a limited or even null use of synthetic fertilizers and pesticides in the management of this crop.

## Introduction

Over the past few years, several studies have been conducted to quantify the impact of climate change on crop productivity (Asseng *et al.* 2015; Webber *et al.* 2015; Zhao *et al.* 2015; Bennici *et al.* 2019). Considering that it has been reported that the human population might grow to reach 9.6 billion by 2050 (Bruinsma 2009), emerging breakthroughs are needed to increase crop productivity worldwide and to meet the human requirements in terms of food supplies. From an organic agricultural point of view, the use of chemical fertilizers and pesticides should be limited (Pascual *et al.* 2018) as they pose unsolved issues to human health and the environment. Consequently, the necessitates for new eco-sustainable organic compounds have arisen to reduce the dependency on agrochemical compounds which is typical of the conventional agricultural practice. Plant biostimulants are gaining an increasing attention to address environment-friendly crop management due to their positive effects on plant growth (Martínez-Viveros *et al.* 2010; Bhattacharyya and Jha 2012), resulting in enhanced nutrient use efficiency, tolerance to abiotic stresses, and improved crop quality and yield (Drobek *et al.* 2019). Microalgae are photosynthetic, autotrophic, or heterotrophic unicellular micro-organisms which are mostly found in freshwater and marine environments. Among the wide range of biostimulant resources (Abbott *et al.* 2018), microalgae and their extracts have been shown to positively influence plant physiology by affecting both the transcriptomic and metabolomic patterns of the treated plants (Jannin *et al.* 2013; Battacharyya *et al.* 2015; Ali *et al.* 2022) acting either on the plant primary metabolism or secondary metabolism pathways and leading to a generalized increase of plant fitness (Franzoni *et al.* 2022). Notably, these compounds can be added to the soil in small quantities (Bulgari *et al.* 2015) provoking an enhancement of water uptake, root and shoot growth, tolerance to abiotic stress conditions, protein content, and the activity of several enzymes related to nitrogen assimilation and photosynthesis processes (Parrado *et al.* 2008; Baglieri *et al.* 2014). The effectiveness of biostimulants on plant physiology is not due to single components of extracts but depends on the synergistic action of different bioactive molecules (Rouphael and Colla 2018) including polysaccharides, phenolics, fatty acids, vitamins, osmolytes and phytohormones (Franzoni *et al.* 2022). Moreover, the quantity and quality of biologically active metabolites in microalgal extracts largely depend on the species used and on the extraction technique (Puglisi *et al.* 2018). The characterization of the biostimulant action of *Chlorella vulgaris* and *Scenedesmus quadricauda* microalgae extracts has been carried out on several crops such as sugar beet (Barone *et al.* 2018) and tomato (Barone *et al.* 2019) registering in both cases a sharp enhancement of shoot and root dry and fresh weight (FW; Barone *et al.* 2018, 2019).

*Lactuca sativa* is one of the major horticulture crops grown in the Mediterranean basin, which often requires the use of chemical fertilizers to reach high levels of productivity also being a moderately salt-sensitive crop (Lucini *et al.* 2015). Recently, the effect of either *C. vulgaris* or *S. quadricauda* extracts on lettuce seedling growth was investigated (Puglisi *et al.* 2020a, 2022). The results showed that both algal extracts ameliorated seedling growth by promoting an increase in dry matter, in photosynthetic pigment content, and inducing the activities of several enzymes involved in primary and secondary metabolism (Puglisi *et al.* 2020a, 2022). Similarly, a formulation based on *C. vulgaris* extract combined with plant growth-promoting bacteria was also evaluated revealing a positive effect on the yield and nutritional parameters, on the total antioxidant activity as well as on the carotenoid content in romaine lettuce leaf (Kopta *et al.* 2018).

The characterization of the global molecular mechanisms by which microalgae extracts exert their effects on plants can be obtained using *-omics* approaches. Transcriptomic analysis based on Next-Generation Sequencing made the development of genomic resources progressively simpler and cheaper. It represents one of the most powerful tools allowing the quantitative determination of all the virtually expressed genes in a specific organ, as well as of the biological processes and metabolic pathways deregulated in response to an external stimulus (Sicilia *et al.* 2019, 2020; Russo *et al.* 2021). *De novo* transcriptome analysis has been also applied in lettuce to identify genes specifically induced by UV-B radiation (Zhang *et al.* 2019) or by inoculation with the necrotrophic fungus *Botrytis cinerea* (de Cremer *et al.* 2013). More recently, the transcriptomic profiles of young and old leaves of lettuce grown under different light sources were also unravelled to identify the optimal illumination conditions for green-vegetable production (Nagano *et al.* 2022).

Taking into account both the acquired knowledge regarding the stimulating effects of microalgae extracts on lettuce seedling’s growth (Puglisi *et al.* 2020, 2022) and the worldwide increasing interest in biofertilizers, the objective of this work was to shed light upon the effects of *C. vulgaris* and *S. quadricauda* extracts on lettuce seedling transcriptomic profile. As far as we know, this is the first report on the global transcriptomic analysis of lettuce leaves treated with algal extracts.

## Material and Methods

### Microalgae culture and extract preparation

The microalgae used in this study were *C. vulgaris* (Beijerinck, CCAP 211/11C) and *S. quadricauda* (isolated from an algal company raceway pond, located in Borculo, Gelderland, the Netherlands, in 2011). They were obtained and maintained in the algal collection of the Department of Agriculture, Food and Environment (Di3A) of University of Catania. Microalgal growth was conducted in 250-mL flasks containing 150 mL of sterile standard BG11 algae medium (Stanier *et al.* 1971) at pH 8.4, incubated on a mechanical shaker (100 rpm) at 25–30 °C, bubbled with air and illuminated by a 3500-lux, average photon flux (PPF) 100 µmol m^−2^ s^−1^ light source (PHILIPS SON-T AGRO 400) with a 12-h photoperiod for 30 days in a growth chamber and aerated by pumps with 20 L h^−1^ 1.5 % CO_2_. Microalgal biomasses were harvested by centrifugation at 5000 rpm for 15 min, then the pellet was washed several times with distilled water to reach a conductivity <200 µS cm^−1^ and finally freeze-dried as described by Puglisi *et al.* (2018, 2019). Microalgae extract stock solutions were prepared as described by Barone *et al.* (2018). Briefly, microalgae cells were centrifuged at 5000 rpm for 15 min and methanol was added (1:12 w/v ratio) to the final pellet. The mixture was mechanically shaken overnight to disperse the biomass in the solvent system, lyse the cell wall and obtain the intracellular extracts. Then, the organic solvent was removed through centrifugation at 5000 rpm for 15 min and evaporation via rotary vapour. Finally, the extracts were freeze-dried and collected with distilled water to obtain the extract of microalgae stock solution as reported in Puglisi *et al.* (2020*a*). The characterization of the biomass of *C. vulgaris* and *S. quadricauda* and their extracts are reported in detail in Barone *et al.* (2018).

### Experimental conditions

The experiment was conducted in transparent boxes (40 × 20 × 10 cm), containing pumice as an inert substrate wetted with 1 L of Hoagland solution (Arnon and Hoagland 1940) as detailed in (Puglisi *et al.* 2020*b*). Lettuce seedlings (*Lactuca sativa*) were provided by a local nursery and 10 seedlings at ‘four true leaves’ stage were transplanted in each box in a completely random design, performing five biological replicates for treatments. The seedlings were grown for 6 days in a growth chamber at 25 ± 2 °C, with a 16-h photoperiod and they were irrigated every day with 100 mL distilled water. After this period of acclimatization (6 days), the treatment was performed by irrigating the inert substrate with Hoagland solution (500 mL) containing either *C. vulgaris* (*Ls*Cv sample) or *S. quadricauda* (*Ls*Sq sample) extracts at the concentration of 1 mg of organic carbon per litre (Corg L−^1^), whereas the untreated plants (*Ls*CK) received only 500 mL of Hoagland solution (Puglisi *et al.* 2020*b*). Leaf tissue was collected both in treated (*C. vulgaris* and *S. quadricauda*) and untreated plants after 4 days from the treatment and immediately frozen in liquid nitrogen and stored at −80 °C until further use (sampling T4[I]).

### Morpho-biometric parameters in lettuce seedlings

Lettuce seedlings were collected, separated into roots and shoots, and the FW of leaves and roots was separately determined (0.01 g accuracy). The dry weight (DW) was obtained by placing a set of subsample tissue in a drying oven at 105 °C until constant weight, and, after allowing to cool for 2 h inside a closed bell jar, the DW was recorded. For each sample, the Relative Growth Rate (RGR) index was also determined. It represents the relative increase in weight per day, calculated according to the following equation (Gent, 2017): RGR = [ln(weight2) − ln(weight1)]/(t2 − t1), where weight2 and weight1 represent the DW at the sampling time [sampling T4(I)] and the FW at the beginning of the experimental period, respectively; t2 and t1 represent the end and the initial time of the experimental period (11 and 0 days, respectively). Statistical analysis was performed by evaluating the effects of single factor on lettuce seedlings by using Minitab (version 16.1.1, Minitab Inc., State College, PA) by one-way ANOVA (*P* < 0.05). The arithmetic mean of each parameter was calculated by averaging the values of ratios and RGR determined for the single replicates of each treatment. Post-hoc analysis was performed by Fisher’s least significant difference test (*P* = 0.05). The biochemical characterization of seedling samples used in the following transcriptome analysis is reported in Puglisi *et al.* (2020*b*) and Puglisi *et al.* (2022) [sampling T4(I)], and includes protein and pigment content, as well as several enzyme activities involved in primary (carbon and nitrogen) and secondary metabolism.

### Sample collection and RNA extraction

RNA isolation was carried out by using the Spectrum Plant Total RNA Extraction kit (Sigma-Aldrich, St. Louis, MO) according to the manufacturer’s instructions (Santoro *et al.* 2022). RNA purity and concentration were assayed using the NanoDrop spectrophotometer (Thermo Fisher Scientific, Waltham, MA). RNA integrity was assessed using the Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA).

### Library preparation for transcriptome sequencing

A total amount of 1 µg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA) following the manufacturer’s recommendations. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5X). First-strand cDNA was synthesized using random hexamer primers and M-MuLV Reverse Transcriptase (RNase H). Second-strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3ʹ ends of DNA fragments, NEBNext Adaptors with hairpin loop structure were ligated to prepare for hybridization. To select cDNA fragments of preferentially 150–200 bp in length, the library fragments were purified with the AMPure XP system (Beckman Coulter, Beverly, MA). Then 3 µL of USER Enzyme (NEB) was used with size-selected, adaptor-ligated cDNA at 37 °C for 15 min followed by 5 min at 95 °C before polymerase chain reaction (PCR). Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. At last, PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system.

### Clustering and next-generation RNA sequencing

Cluster generation and sequencing were performed by Novogene (UK) Company Limited (Cambridge, UK). The clustering of the samples was performed on a cBot Cluster Generation System using a PE Cluster kit cBot-HS (Illumina). After cluster generation, the library preparations were sequenced on the Illumina HiSeq2000 platform to generate paired-end reads whose size was paired-end 2 × 150bp reads. Raw reads in fastq format were first processed through in-house perl scripts. In this step, clean data were obtained by removing reads containing adapters, reads containing poly-N and low-quality reads. At the same time, Q20, Q30, GC content and sequence duplication levels of the clean data were calculated. All the downstream analyses were based on high-quality clean data (see Table 2).

**Table 2.** Summary statistics of the RNA quality and sequencing results.

Average RIN	6.6
Clean reads	216 million
No. of transcripts	94 179
No. of unigenes	39 253
Average of read mapped rate	84.03 %
Transcripts N50 (bp)	1897
Unigenes N50 (bp)	1854
Q30 (%)	95.24
GC content (%)	43.31

### De novo assembly and gene functional annotation

*De novo* transcriptome assembly was made up by Trinity software (2.6.6 version) with min_Kmer_Cov = 3 and min_glue = 4 (Grabherr *et al.* 2013). Hierarchical Clustering was carried out by Corset (4.6 version) to remove redundancy (parameter – m 10) so that the longest transcript of each cluster has been selected as unigene (Davidson and Oshlack 2014). The assembly assessment and gene prediction were performed by Benchmarking Universal Single-Copy Orthologous (BUSCO software, 3.0.2 version; Simão *et al.* 2015), whereas the unigene functional annotations were obtained by exploiting seven different databases: National Centre for Biotechnology Information (NCBI), non-redundant protein sequences (Nr, Diamond software, 0.8.22 version, e-value threshold 1e-5; Buchfink *et al.* 2014), NCBI non-redundant nucleotide sequences (Nt, NCBI blast software, 2.9.0 version, e-value threshold 1e-5), Protein family (Pfam, hmmscan software, HMMER 3.1 version, e-value threshold 0.01; Finn *et al.* 2011), Cluster of Orthologous Groups of Proteins (KOG/COG, Diamond software, 0.8.22 version, e-value threshold 1e-5; Buchfink *et al.* 2014), Swiss Prot (Diamond software, 0.8.22 version, e-value threshold 1e-5), Kyoto Encyclopaedia of Genes and Genome (KEGG, Diamond and KAAS software, 0.8.22 version, e-value threshold 1e-5; Moriya *et al.* 2007; Buchfink *et al.* 2014) and GO (blast2GO software, b2g4pipe_v2.5 version, e-value threshold 1e-6; Götz *et al.* 2008). The *L. sativa* transcriptome was submitted to NCBI (https://www.ncbi.nlm.nih.gov/geo/) accession number (GSE227491).

### Quantification of gene expression and differential expression analysis

Gene expression level was estimated by RSEM software (1.2.28 version) by mapping back each clean read onto assembled transcriptome and the read counts for each gene were then obtained from the mapping results. Furthermore, the read counts of each gene have been used as input data for DESeq2 (1.26 version, padj ≤ 0.05), to obtain differentially expressed genes (DEGs; Love *et al.* 2014). The resulting *P*-values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. The genes with an adjusted *P*-value ≤ 0.05 were assigned as differentially expressed.

### Real-time validation of selected DEG candidates using qRT-PCR

Leaf total RNA (2.5 µg) was reverse transcribed using SuperScript Vilo cDNA synthesis kit by Thermo Fischer Scientific, according to the manufacturer’s instructions. Real-time qRT-PCR was carried out for nine DEGs with PowerUp SYBR Green Master mix by Thermo Fischer Scientific. All the genes have been normalized with the endogenous reference gene encoding the ribosomal RNA small subunit methyltransferase (LOC111912865) and the fold change was calculated by the 2−^∆∆CT^ method (Livak and Schmittgen 2001). The sequences of primers used for real-time PCR are provided in Supporting Information—**Table S1**.

### KEGG, GO, Mapman and iTAK enrichment analysis

For enrichment analysis, all the DEGs were submitted to KOBAS software (version 3.0, corrected *P*-value ≤ 0.05) to identify the significantly enriched pathways in the KEGG database (Mao *et al.* 2005). The GO functional enrichment analysis of the DEGs was implemented by using either blast2go (b2g4pipe, version v2.5, e-value threshold 1e−6) or GOSeq (version 1.32.0, corrected *P*-value ≤ 0.05) softwares. Moreover, a pathway analysis was conducted using MapMan3.6.0RC1 (https://mapman.gabipd.org/). All the unigenes were annotated and mapped using Mercator4 V2.0, an online tool of MapMan (https://www.plabipd.de/portal/mercator4) which accurately assigns hierarchal ontology providing a visual representation of genes in different plant processes. The significant DEGs (*P*_adj_ ≤ 0.05), with the corresponding log_2_fold change values, were used as dataset to align with the Mercator map. Furthermore, we focused on those clusters showing a threshold of ±1.5 log_2_fold change. For each cluster, sequence alignment has been performed and the score of these alignments (*L. sativa*, 100% identity and e-value = 0) provided clear indications of the cluster identity. iTAK (hmmerscan software) tool was used to identify the transcription factor (TF) families among DEGs (Pérez-Rodríguez *et al.* 2009; Jin *et al.* 2014). Furthermore, to identify the core gene set responding to microalgal treatments, the significant DEGs (*P*_adj_ ≤ 0.05) belonging to both *Ls*Cv versus *Ls*CK and *Ls*Sq versus *Ls*CK comparisons (threshold of ±1.50 log_2_fold change) were retrieved and merged in a list of genes responding to both algal treatments and deregulated in the same direction (up- or down-regulated). All these genes were subjected to GO and Mapman enrichment analysis as described above.

## Results

### Effect of microalgae extracts upon lettuce seedling morpho-biometric parameters

As shown in Table 1, the application of microalgae extracts positively influenced the seedling morphological traits. In detail, the application of *C. vulgaris* and *S. quadricauda* extracts reduced the root/shoot FW ratios, indicating that better-growing conditions have been reached (Bohne *et al.*, 2009). *C. vulgaris* and *S. quadricauda* extracts did not affect both the shoot and root FW/DW ratios, thus suggesting that the treatments determined a biomass accumulation in terms of dry matter at a comparable extent to the control conditions (Table 1). As reported in Table 1, the RGR, whose value increases as function of an ameliorated nutritional status of the plant (Gent 2017), resulted to be higher in treated samples than that calculated for control seedlings. In particular, the RGR in *Ls*Cv samples was higher than that measured in the *Ls*Sq thesis, thus suggesting that *C. vulgaris* extract could exert a more pronounced biostimulant effect on lettuce seedlings.

**Table 1.** Growth parameters of lettuce seedlings subjected to *C. vulgaris* (*Ls*Cv) and *S. quadricauda* (*Ls*Sq) treatments (*Ls*CK: control; FW: fresh weight; DW: dry weight; RGR: relative growth rate). Different letters indicate significance according to Fisher’s protected LSD test (*P* = 0.05); *, **, and ***: significance of *P* ≤ 0.05, 0.01, and 0.001, respectively. ns: not significant.

Sample	Root/shoot FW ratio	Root/shoot DW ratio	Shoot FW/DW	Root FW/DW	RGR
Control	0.26a	0.39a	16.59a	10.60a	0.0068c
*Ls*Cv	0.20b	0.35a	16.67a	9.98a	0.0255a
*Ls*Sq	0.13c	0.27a	17.61a	9.80a	0.0163b
	**	ns	ns	ns	***

### Transcript assembly and annotation

In this study, a comprehensive identification of the transcriptional response of *L. sativa* seedlings to *C. vulgaris* and *S. quadricauda* extracts was conducted by applying a RNASeq approach. The quality of RNA was assessed before the preparation of the libraries by the RNA integrity number (RIN) measurement. The mean RIN value was 6.6, indicating that a low level of RNA degradation occurred, thus all samples were adequate for further processing and sequencing (Table 2). After library sequencing, we filtered the raw reads to remove the adapter-based or poor-quality reads, obtaining a total of 216 million clean reads (Table 2), representing the 98.02% of the total reads. Downstream analysis was further performed on about 36 million reads (10.82 Gb per sample), showing Q30 and GC content equal to 95.24% and 43.31%, respectively (Table 2). The clean read *de novo* assembly yielded 94,179 transcripts and 39,253 unigenes with N50 length of 1897 bp and 1854 bp, respectively (Table 2), consistent with previously reported N50 values (Sicilia *et al.* 2019, 2020; Zhang *et al.* 2019) and indicating that a good coverage of the transcriptome has been achieved. To assess assembly consistency, filtered unique reads were mapped to the reconstructed transcriptome and the average read mapping rate using bowtie2 alignment software was equal to 84.03 % (Table 2). The completeness of the assembled transcriptome was evaluated by comparing it to the set of Embryophyta genes using the BUSCO quality assessment tool coupled with the OrthoDB (9.0 version) database of orthologs (Simão *et al.* 2015). The quality of the *L. sativa* leaf transcriptome was comparable to those of the majority of transcriptome assemblies listed in Simão *et al.* (2015). Among the searched 1440 BUSCO groups, 76.25 % (1098 BUSCOs) was complete (1046 single-copy orthologs and 52 duplicated), 10.9 % (157 BUSCOs) was represented by fragments and 12.9 % (185 BUSCOs) was missing. In addition, both transcript and unigene length distributions were reported [see Supporting Information**—Fig. S1]**.

Functional annotation of the lettuce unigenes was conducted by performing BLAST searches against public databases, such as the National Center for Biotechnology Information (NCBI), Protein Family (Pfam), Protein Ortholog Group Clusters (KOG/COG), SwissProt, Ortholog Database (KO), Gene Ontology (GO) (Table 3). A total of 33 819 unigenes were annotated in at least one database, and the frequency of unigenes annotated in at least one searched database was 86.15 %. Among them, 29 515 (75.19 %) and 30 498 (77.69 %) unigenes showed identity with the sequences in the Nr and Nt databases, respectively. The distributions of unigene homologous to the sequences in the KO, SwissProt, Pfam, GO, and KEGG databases were 25.24 %, 56.84 %, 52.81 %, 52.81 % and 18.77 %, respectively (Table 3).

**Table 3.** The number and percentage of successful annotated genes.

Database	Number of unigenes	Percentage (%)
Annotated in NR	29 515	75.19
Annotated in NT	30 498	77.69
Annotated in KO	9908	25.24
Annotated in SwissProt	22 314	56.84
Annotated in PFAM	20 733	52.81
Annotated in GO	20 731	52.81
Annotated in KOG	7369	18.77
Annotated in at least one database	33 819	86.15

### Identification of differentially expressed genes

The characterization of leaf *L. sativa* transcriptome was carried out by the identification of those unigenes whose expression level changed upon microalgal extract treatments. 

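Leaves were collected 4 days after treatment from untreated seedlings (*Ls*CK), from seedlings irrigated with an extract of the green microalga *C. vulgaris* (*Ls*Cv) and from seedlings irrigated with an extract of the green microalga *S. quadricauda* (*Ls*Sq). Each extract was given once at 1 mg of organic carbon per litre of Hoagland solution. The methods describe 5 biological replicates for treatments, with 10 seedlings per box, and the sequencing data comprised 6 poly-A RNA libraries, 2 per group. The authors assembled the reads of all libraries into transcripts with Trinity, grouped the transcripts into 39253 clusters with Corset, and deposited the expected count that RSEM assigned to each cluster in each library, without normalization. The total count was 35184764 in *Ls*CK replicate 1 and 26408716 in *Ls*CK replicate 2. It was 32433696 and 29085178 in *Ls*Cv replicates 1 and 2, and 29407935 and 28731445 in *Ls*Sq replicates 1 and 2. These totals were the depth behind the values given here, 181 M counts in all (M, mega) and 30.2 M per library on average, from the 216 M clean reads, about 36 M per sample, that the paper reports. They amount to 83.9% of these reads, and the paper gives an average mapping rate of 84.03%. RSEM divides a read that matches several transcripts among them, and 11199 clusters had a fractional count in at least 1 library, so their counts depend on that division. The expected counts were rounded to whole numbers. Clusters with too few counts for a test were removed with the filterByExpr function of edgeR, and the 28157 clusters left were scaled by the TMM method and tested with edgeR's quasi-likelihood test in 1 fit over the 6 libraries. A cluster was called a DEG at a Benjamini-Hochberg adjusted p of 0.05 or less, the limit given in the methods. The 3 counts taken as the limit of detection correspond to 0.0857 to 0.111 CPM (counts scaled by library total and TMM factor), depending on the library. With 2 libraries against 2, an exact two-sided permutation test of a single cluster cannot give a p under 0.333, so the calls rest on the spread that edgeR estimates across clusters.
Spearman's rho of the CPM across the tested clusters, which are not independent replicates, was 0.926 between the *Ls*CK libraries, 0.942 between the *Ls*Cv libraries and 0.975 between the *Ls*Sq libraries. *Ls*CK replicate 1 had a rho of 0.946 to 0.960 with the 4 treated libraries, in each case above its rho with *Ls*CK replicate 2. For *Ls*CK replicate 2, rho with the treated libraries ranged from 0.887 to 0.960. The median absolute log2 ratio between replicates was 0.59 in *Ls*CK, 0.56 in *Ls*Cv and 0.30 in *Ls*Sq. As a check for a library deposited more than once, the counts of the replicates were compared, and in no group were they the same within sampling noise (chi-square per degree of freedom 205 in *Ls*CK, 175 in *Ls*Cv and 36.4 in *Ls*Sq), so each library was counted as 1 sample.

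**Figure D1:**
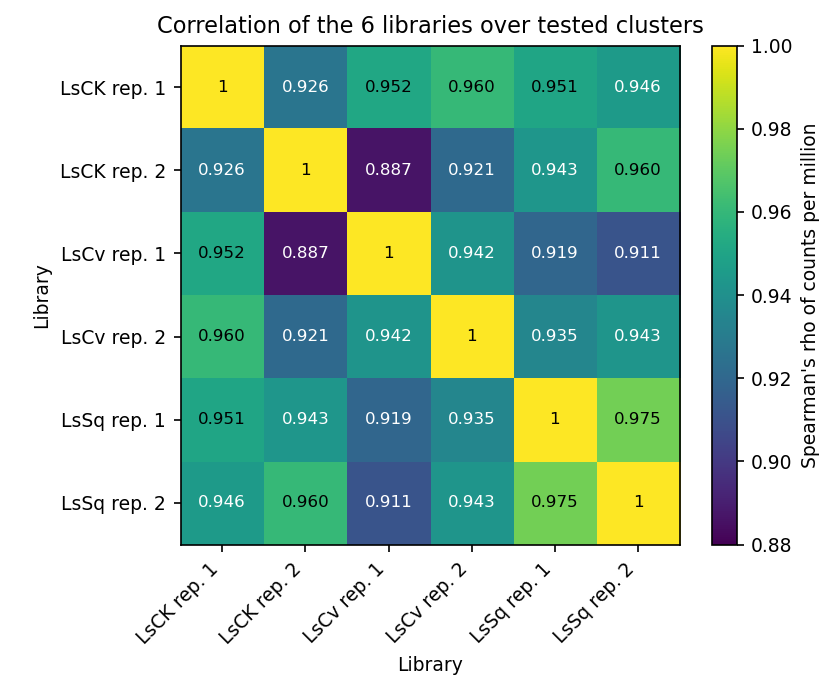
Spearman's rho of CPM over the 28157 tested clusters for each pair of the 6 libraries, with the library on each axis and rho as colour and number. The lowest rho, 0.887, is that of *Ls*CK replicate 2 and *Ls*Cv replicate 1, and the highest, 0.975, that of the *Ls*Sq libraries.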

Based on the experimental design, a total of 16,754 DEGs were observed from all the comparisons. Among them, 3254 up-regulated genes and 3943 down-regulated genes were detected in the *Ls*Cv versus *Ls*CK (samples treated with *C. vulgaris* vs. untreated samples), whereas in the case of *Ls*Sq versus *Ls*CK (samples treated with *S. quadricauda* vs. untreated samples) a total of 2773 up-regulated genes and 4345 down-regulated genes were identified (Table 4). 

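edgeR's quasi-likelihood test called 0 DEGs in *Ls*Cv versus *Ls*CK and 0 DEGs in *Ls*Sq versus *Ls*CK after Benjamini-Hochberg adjustment. The smallest adjusted p was 0.168 in *Ls*Cv versus *Ls*CK and 0.962 in *Ls*Sq versus *Ls*CK. At an unadjusted p under 0.05, 2459 clusters differed in *Ls*Cv versus *Ls*CK, of which 672 were higher and 1787 lower in *Ls*Cv. In *Ls*Sq versus *Ls*CK, 1310 clusters differed at that level, 627 of them higher and 683 lower in *Ls*Sq. Simulated unchanged groups, with a simulated control shared by both comparisons, gave a median of 1247 and 1261 such clusters over 20 draws. The libraries of the groups lay apart without overlap in 36.6% of the tested clusters in *Ls*Cv versus *Ls*CK and in 38.6% in *Ls*Sq versus *Ls*CK, where chance gives 33.3%. Clusters were also changed in simulated libraries that gave every cluster the same dispersion, the common value of the real libraries (0.211). The test then called 5 of 200 clusters changed by a log2 fold change of 2 and 192 of 200 changed by 4. The changed clusters were chosen among those with higher counts. Real clusters differ in dispersion, so the recovery of clusters with fewer counts or a larger spread was not shown. DESeq2, the tool named in the methods, called 225 DEGs in *Ls*Cv versus *Ls*CK (18 up- and 207 down-regulated) and 179 in *Ls*Sq versus *Ls*CK (51 up- and 128 down-regulated) with the libraries of the groups compared in the fit, and 437 and 144 DEGs with all 6 libraries in the fit. In simulated unchanged groups, DESeq2 with all 6 libraries called a median of 56.5 (38 to 78 over 10 draws) and 52 (37 to 75) DEGs. These draws held only the clusters that edgeR tested, among which 334 of the 437 and 80 of the 144 DEGs lay. The setting that moved the counts most, chosen after the values had been seen, entered the counts of *Ls*CK replicate 2 for both control libraries in DESeq2. It called 7197 DEGs in *Ls*Cv versus *Ls*CK (3254 up- and 3943 down-regulated) and 7118 in *Ls*Sq versus *Ls*CK (2773 up- and 4345 down-regulated), with a control that rests on 1 library and has no replicate check.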

Table 4 also reports the number of deregulated genes in the *Ls*Cv versus *Ls*Sq comparison (samples treated with *C. vulgaris* vs samples treated with *S. quadricauda*). A total of 2439 DEGs were in this last comparison, 1374 of them resulted up-regulated and 1065 down-regulated, thus indicating that a distinct response was induced upon lettuce seedlings in a species-specific manner by the two algal extracts under investigation. However, transcripts belonging to both the *Ls*Cv versus *Ls*CK and *Ls*Sq versus *Ls*CK comparisons and showing the same direction of deregulation (up- or down-regulated) were retrieved and included in a list representing the core gene set that responded to treatments in a microalgal species-independent manner [see Supporting Information**—Table S2]**. 

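In *Ls*Cv versus *Ls*Sq, 0 clusters reached an adjusted p of 0.05 in edgeR's quasi-likelihood test, with a smallest adjusted p of 0.158. At an unadjusted p under 0.05, 4496 clusters differed, 1763 higher and 2733 lower in *Ls*Cv, against a median of 1251 clusters between simulated unchanged groups. Both *Ls*Cv libraries lay on one side of both *Ls*Sq libraries in 55.4% of the tested clusters. DESeq2 with the *Ls*Cv and *Ls*Sq libraries in the fit called 2782 DEGs, of which 1546 were up- and 1236 down-regulated. Of these, 2749 were among the clusters that edgeR tested, and in 2732 of them the libraries of the groups did not overlap. Calls made on these same libraries tend to lie apart by selection, so this is no test of them. The same held for 117 of 126 such calls in *Ls*Cv versus *Ls*CK and 111 of 111 in *Ls*Sq versus *Ls*CK. With all 6 libraries in the fit, DESeq2 called 1469 DEGs, 1431 of them among the clusters that edgeR tested. Between simulated unchanged groups, drawn for those tested clusters only, a median of 47 was called over 10 draws. With the adjustment made over every cluster with a p-value, an option chosen after the values had been seen, the fit on the *Ls*Cv and *Ls*Sq libraries gave 2439 DEGs, 1374 up- and 1065 down-regulated. From the number of DEGs in this comparison, the paper concludes that the extracts induced a distinct response of lettuce seedlings in a species-specific manner.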

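The rule of the methods for the core gene set, an adjusted p of 0.05 or less in both comparisons with *Ls*CK, the same direction and an absolute log2 fold change of at least 1.5 in both, was met by 0 clusters in edgeR's fit. With an unadjusted p under 0.05 in place of the adjusted p, 88 clusters met it, 41 up-regulated and 47 down-regulated. The comparisons share the *Ls*CK libraries, so that their fold changes are related even when no gene responds. Across the tested clusters, which are not independent replicates, the log2 fold changes of *Ls*Cv versus *Ls*CK and *Ls*Sq versus *Ls*CK had a Pearson's r of 0.211, and 50.7% of the clusters had the same sign in both. Simulated unchanged groups gave a median r of 0.496 (0.485 to 0.516 over 20 draws) and 66.7% of clusters with the same sign. DESeq2 placed 74 clusters in the core gene set with all 6 libraries in the fit, 7 up- and 67 down-regulated, against a median of 11.5 (7 to 19 over 10 draws) in simulated unchanged groups. The 74 come from all clusters and the simulated ones from the tested clusters only, so the size of the excess is not settled. The setting that moved the core gene set most, DESeq2 with *Ls*CK replicate 2 entered for both control libraries, was chosen after the values had been seen and gave 2073 clusters.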

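Table S2 was held here in part, as 1214 of its 1330 clusters, of which 146 are listed as up-regulated and 1068 as down-regulated, and no overlap or enrichment test was run on it. The count table contains all of these 1214 clusters, and 51 of them had an unadjusted p under 0.05 with the same sign in both comparisons with *Ls*CK in edgeR's quasi-likelihood test. Of the 1068 down-regulated clusters, 903 had counts in *Ls*CK replicate 2 and 0 counts in the other 5 libraries, and 145 had enough counts to be tested. Table S2 describes 619 of the 1068 by an animal protein and by none of the plants searched for (*Lactuca*, *Helianthus annuus*, *Cynara* and *Artemisia annua*). The description gives the organism of a matched protein, which need not be the source of the RNA. Of these 619, 613 had counts in *Ls*CK replicate 2 only. Another 161 are described by a lettuce sequence, and 10 of these had counts in *Ls*CK replicate 2 only. In 140 of the 161, the level in *Ls*CK replicate 1 was nearer to the mean of the treated libraries than to *Ls*CK replicate 2. The median log2 ratio of the treated mean over these 161 clusters was -0.30 to *Ls*CK replicate 1 and -2.25 to *Ls*CK replicate 2. Among the 146 up-regulated clusters, *Ls*CK replicate 1 was nearer to the treated mean in 132, with a median log2 ratio of the treated mean of 0.31 to *Ls*CK replicate 1 and 2.47 to *Ls*CK replicate 2. These values describe a list chosen for its difference from the control. In a list chosen for an extreme *Ls*CK replicate 2, any other library tends to lie nearer to the treated ones, so they test no effect of the extracts.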

The list includes 1330 clusters, 1184 of which were down-regulated and 146 up-regulated, suggesting that the effects of algal extracts mainly involve the repression of a high number of lettuce genes.

**Table 4.** DEG number of different comparisons under microalgae treatments.

	Up-regulated	Down-regulated	Total DEGs
LsCv vs LsCK	3254	3943	7197
LsSq vs LsCK	2773	4345	7118
LsCv vs LsSq	1374	1065	2439
Total DEGs	7401	9353	16 754

### Validation of RNAseq experiments by real-time PCR

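For the 9 genes of Table S1, the log2 fold changes of the edgeR fit were set beside the qRT-PCR values that the paper reports there. Across the 9 genes, which are not independent replicates, Pearson's r was 0.661 (exact two-sided permutation test over the 362880 pairings, p = 0.0514) and Spearman's rho was 0.667 (exact permutation test, p = 0.0589), and no other relation was tested here. The coefficient of determination was 0.437, and 5 of the 9 genes had the same sign in both assays. With the paper's own log2 fold changes of Table S1 it was 0.912, with the same sign in 9 of the 9. The relation rests on the genes farthest from the median of the fold changes, FAR1-RELATED SEQUENCE 5-like (Cluster-15809.7654) and F-box (Cluster-15937.0): without them, r was 0.383 (exact permutation test, p = 0.391). With each library left out in turn, r ranged from 0.410 without *Ls*Cv replicate 2 to 0.800 without *Ls*CK replicate 1, for which no p is given because 1 group then has a single library. DESeq2 with all 6 libraries in the fit gave an r of 0.669 (exact permutation test, p = 0.0496). edgeR with the replicate number as a block gave an r of 0.754 (exact permutation test, p = 0.0157). The paper does not state that a replicate number marks a shared batch. DESeq2 with *Ls*CK replicate 2 entered for both control libraries, chosen after the values had been seen, gave 0.806 (exact permutation test, p = 0.00831). Of the 9 genes, 0 had an adjusted p of 0.05 or less over all tested clusters in edgeR's quasi-likelihood test, 2 had an unadjusted p under 0.05, and 1 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. The extensin-2-like cluster (Cluster-15809.8681) had a log2 fold change of -1.94 (standard error 2.04) in *Ls*Sq versus *Ls*CK, where the paper's qRT-PCR value is 2.59. Its counts were 22951 and 304 in the *Ls*CK libraries and 4826 and 481 in the *Ls*Sq libraries, and without *Ls*CK replicate 1 its log2 fold change was 2.99. F-box had 0 counts in both *Ls*Cv libraries and was at least 3.84-fold lower there than in *Ls*CK, while RSEM divided part of the reads of 4 of the 9 clusters with other clusters.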

The validation of gene expression levels for nine selected DEG candidates was carried out by quantitative real-time PCR (coefficient of determination *R*^2^ = 0.91), indicating the reliability of RNA Seq in the quantification of gene expression [see Supporting Information**—Fig. S2]**. In addition, the selected genes could also constitute useful markers of microalgal extract response in lettuce.

### GO and Mapman enrichment analysis of the core gene set deregulated in algal species-independent manner

The GO functional enrichment analysis of those clusters belonging to both the *Ls*Cv versus *Ls*CK and *Ls*Sq versus *Ls*CK comparisons and showing the same direction of deregulation (146 up-regulated and 1184 down-regulated) is shown in Fig. 1. ‘Protein kinase domain’ (GO:0051603) (6 up- and 16 down-regulated genes), ‘Protein tyrosine and serine’ (GO:0016310) (6 up- and 10 down-regulated genes), ‘Leucine rich repeat’ (GO:0006913) (8 up- and 7 down-regulated genes) and ‘ABC transporter’ (GO:0006810) (1 up- and 10 down-regulated genes) are the most enriched GO terms found in the Biological Process (BP) category. ‘Oxidation-reduction process’ (GO:0016702) (6 up- and 60 down-regulated genes), ‘ribosome biogenesis’ (GO:0042254) (0 up- and 41 down-regulated genes), ‘regulation of transcription, DNA-templated’ (GO:0006355) (8 up- and 29 down-regulated genes) and ‘transmembrane transport’ (GO:0055085) (8 up- and 28 down-regulated genes) are the most enriched GO terms in the Molecular Function (MF) category. 

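Among the 1214 clusters of Table S2 held here, the term 'oxidation-reduction process' is given for 6 up- and 71 down-regulated clusters. Of the 71, 62 had counts in *Ls*CK replicate 2 only and 56 are described by an animal protein. The summed count of the 71 was 2658 in *Ls*CK replicate 1, 10168 in *Ls*CK replicate 2 and 1799 to 2130 in the 4 treated libraries. The term 'ribosome biogenesis' is given for 0 up- and 29 down-regulated clusters, 27 of which had counts in *Ls*CK replicate 2 only. Their summed count was 922 in *Ls*CK replicate 1, 3963 in *Ls*CK replicate 2 and 342 to 936 in the treated libraries. For 'regulation of transcription, DNA-templated' (8 up- and 27 down-regulated) and 'transmembrane transport' (8 up- and 20 down-regulated), 18 and 12 of the down-regulated clusters had counts in *Ls*CK replicate 2 only. Of the domain names, 'Protein kinase domain' is given for 6 up- and 16 down-regulated clusters, 'Leucine rich repeat' for 8 and 6, and 'ABC transporter' for 0 and 8. The summed count of the 16 protein kinase clusters was 4156 in *Ls*CK replicate 1, 11658 in *Ls*CK replicate 2 and 2749 to 3903 in the treated libraries. For the 8 ABC transporter clusters it was 186, 786 and 83.1 to 203, with 5 of them counted in *Ls*CK replicate 2 only. The same held for 5 of the 16 protein kinase clusters and 1 of the 6 leucine rich repeat clusters.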

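In the part of Table S2 held here, 'protein binding' is given for 15 up- and 77 down-regulated clusters, 'ATP binding' for 11 and 49, and 'DNA binding' for 7 and 31. The down-regulated clusters of these terms with counts in *Ls*CK replicate 2 and in no other library numbered 57, 34 and 27. Summed over the 77 'protein binding' clusters, the count was 3632 in *Ls*CK replicate 1, 12280 in *Ls*CK replicate 2 and 1467 to 2930 in the treated libraries. Over the 49 'ATP binding' clusters it was 4343, 13434 and 2833 to 4098, and over the 31 'DNA binding' clusters 2168, 7007 and 1228 to 1772. The up-regulated clusters of these terms had a median log2 ratio of the treated mean to *Ls*CK replicate 1 of 0.36, 0.45 and 0.13, and to *Ls*CK replicate 2 of 2.42, 2.66 and 2.43.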

Among the DEGs belonging to the Cellular Component (CC) category, the most represented GO terms are ‘protein binding’ (GO:0005515) (15 up- and 60 down-regulated genes), ‘ATP binding’ (GO:0005524) (11 up- and 24 down-regulated genes) and ‘DNA binding’ (GO:0003677) (11 up- and 19 down-regulated genes). All the significant DEGs were also analysed with the Mapman 3.6.0RC1 software and ‘protein homeostasis’ (33 DEGs, 4 up- and 29 down-regulated), ‘lipid metabolism’ (18 DEGs, 3 up- and 15 down-regulated), ‘phytohormone’ (9 DEGs, 5 up- and 4 down-regulated) and ‘amino acid metabolism’ (6 DEGs, 0 up- and 6 down-regulated) are the categories mainly deregulated by the algal treatments [see Supporting Information**—Table S3]**.

**Figure 1.**
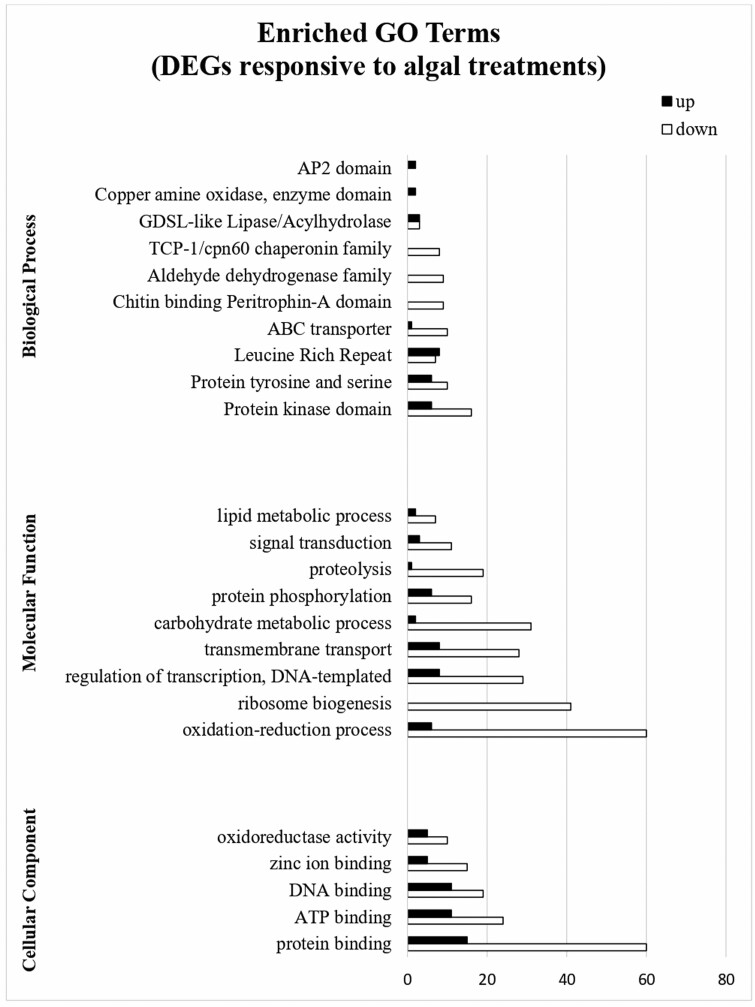
GO enrichment analysis for the DEGs in common between the *Ls*Cv vs *Ls*CK and *Ls*Sq vs *Ls*CK comparisons in *L. sativa*. The Y-axis indicates the subcategories, and the X-axis indicates the numbers related to the total number of GO terms. BP, biological process; MF, molecular functions; CC, cellular components.

### Functional classification of DEGs

Gene Ontology terms, Clusters of Orthologous Groups of proteins (KOG) classification and KEGG pathway functional enrichment were carried out to identify biological processes or pathways specifically involved in lettuce seedling response to microalgal extract treatments. Considering the *Ls*Cv vs *Ls*CK data set (Fig. 2A), ‘Cellular nitrogen compound metabolic process’ (GO:0034641) (229 up- and 227 down-regulated genes), ‘biosynthetic process’ (GO:0009058) (177 up- and 177 down-regulated genes) and ‘transport’ (GO:0006810) (143 up- and 106 down-regulated genes) are the most enriched GO terms found in the BP category. ‘Ion binding’ (GO:0043167) (267 up- and 194 down-regulated genes), ‘oxidoreductase activity’ (GO:0016491) (134 up- and 64 down-regulated genes) and ‘DNA binding’ (GO:0003677) (71 up- and 97 down-regulated genes) are the most enriched GO terms in the MF category. Among the DEGs belonging to the CC category, the most represented GO terms are ‘intracellular’ (GO:0005622) (202 up- and 215 down-regulated genes), ‘protein-containing complex’ (GO:0032991) (155 up- and 174 down-regulated genes) and ‘organelle’ (GO:0043226) (141 up- and 168 down-regulated genes).

**Figure 2.**
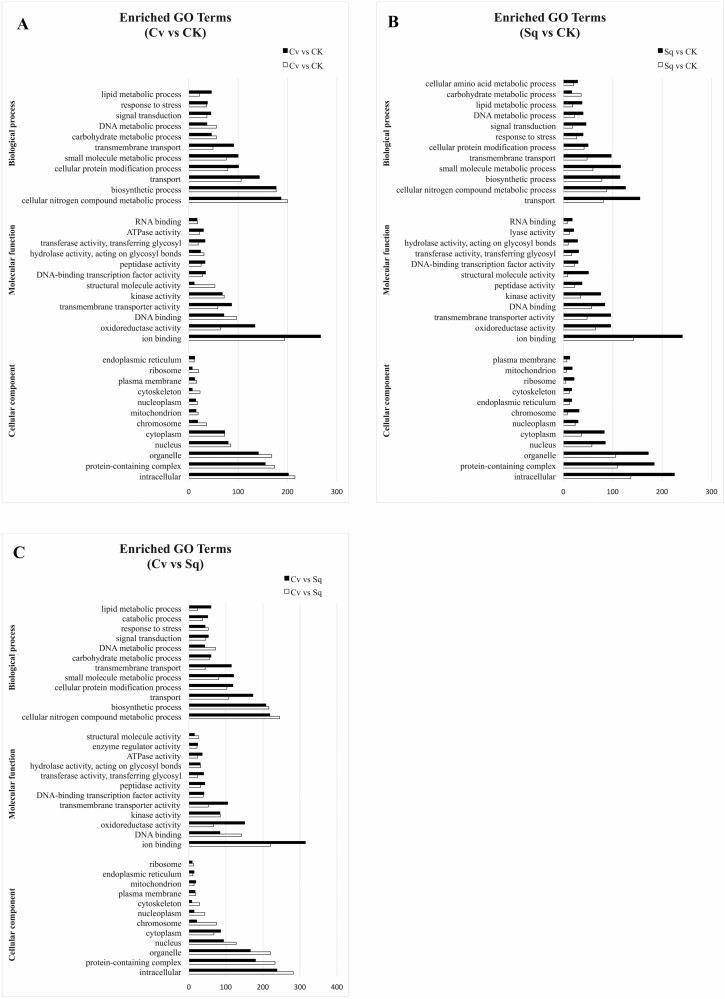
GO enrichment analysis for the DEGs in *L. sativa*. (A) *Ls*Cv vs *Ls*CK. (B) *Ls*Sq vs *Ls*CK (C) LsCv vs LsSq. The Y-axis indicates the subcategories, and the X-axis indicates the numbers related to the total number of GO terms. BP, biological processes; CC, cellular components; MF, molecular functions.

Among the DEGs belonging to *Ls*Sq versus *Ls*CK dataset, ‘Transport’ (GO:0006810) (155 up- and 81 down-regulated genes), ‘cellular nitrogen compound metabolic process’ (GO:0034641) (126 up- and 88 down-regulated genes), ‘biosynthetic process’ (GO:0009058) (115 up- and 78 down-regulated genes) and ‘small molecule metabolic process’ (GO:0044281) (116 up- and 80 down-regulated genes) are the most represented GO terms identified in the BP category. ‘Ion binding’ (GO:0043167) (241 up- and 142 down-regulated genes), ‘oxidoreductase activity’ (GO:0016491) (96 up- and 65 down-regulated genes), and ‘transmembrane transport activity’ (GO:0022857) (96 up- and 48 down-regulated genes) are over-represented in the MF category (Fig. 2B). In the CC category, ‘intracellular’ (GO:0005622) (225 up- and 137 down-regulated genes), ‘protein-containing complex’ (GO:0032991) (184 up- and 110 down-regulated genes) and organelle (GO:0043226) (172 up- and 106 down-regulated genes) were highly represented. A similar trend characterized also the comparison *Ls*Cv versus *Ls*Sq since the same categories are represented (Fig. 2C).

To predict and classify possible functions, all the 39,253 unigenes were aligned to the KOG database and were assigned to the KOG categories [see Supporting Information**—Fig. S3]**. Among the KOG categories, the cluster for ‘posttranslational modification, protein turnover and chaperones’ (12.30 %) represented the largest group, followed by ‘general function prediction only’ (11.40 %) and ‘translation, ribosomal structure and biogenesis’ (10.46 %) [see Supporting Information**—Fig. S3]**. To identify biological pathways activated in response to microalgae extracts, DEGs were also mapped onto the KEGG database. Figure 3 shows the main metabolic pathways sorted by the decreasing gene number involved in each pathway in relation to all the comparisons under investigation (*Ls*Cv vs. *Ls*CK, *Ls*Sq vs. *Ls*CK and *Ls*Cv vs. *Ls*Sq). Interestingly, the results indicate that the maximum number of DEGs were observed in the ‘biosynthesis of amino acids’, ‘cell cycle’, ‘plant hormone signal transduction’ and ‘starch and sucrose metabolism’, indicating that a deep metabolic reprogramming occurred in presence of the microalgal extracts (Fig. 3). The re-modulation of the metabolic machinery is also supported by the involvement of other important pathways, such as ‘carbon metabolism’ and ‘phenylpropanoid biosynthesis’, which play a pivotal role both in primary and secondary metabolisms thus confirming our previous results (Puglisi *et al.* 2020*b*). It is also worth to note that among the most enriched metabolic pathways, ‘protein processing in endoplasmic reticulum’, ‘ribosome’ and ‘RNA transport’ which are involved in mRNA translation to a polypeptide chain were deeply regulated by microalgae extracts (Fig. 3).

**Figure 3.**
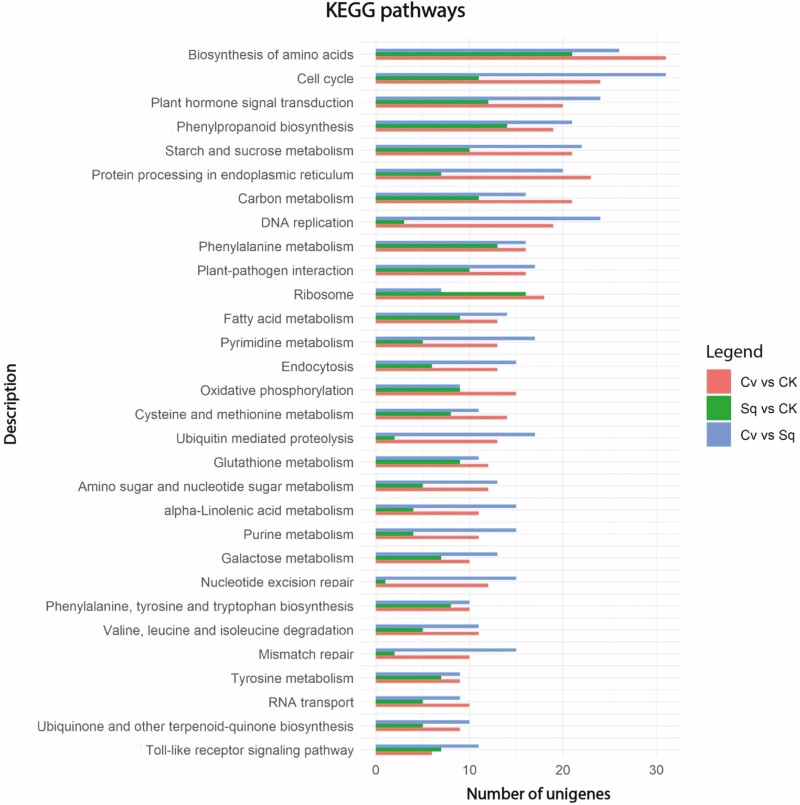
The main KEGG biological pathways for the DEGs in lettuce leaf transcriptome. The Y-axis indicates the KEGG categories, and the X-axis indicates the numbers of unigenes.

### Comprehensive analysis of the main pathways induced by microalgal extracts

To obtain a complete picture of the metabolic changes occurring in lettuce seedlings treated by microalgae extracts, all the significant DEGs were mapped to the Mapman 3.6.0RC1 software. As shown in Fig. 4, several genes resulted deregulated (activated or inhibited) by either algal treatments (Fig. 4A and B). However, a shaper response was obtained in the *Ls*Cv versus *Ls*CK comparison (Fig. 4A) than in the other comparisons (Fig. 4B and C) thus indicating that the global response of lettuce to *C. vulgaris* was more pronounced than the response to *S. quadricauda*. Accordingly, to decipher the lettuce leaf response to algal treatments, we filtered the significant Mapman enriched DEGs by applying a ±1.5 log_2_fold change filter and counted the DEGs belonging to each category. 

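Over the 28157 tested clusters, the median absolute log2 fold change in edgeR's fit was 0.46 in *Ls*Cv versus *Ls*CK and 0.38 in *Ls*Sq versus *Ls*CK. With each treated library alone set against both *Ls*CK libraries, it was 0.61 and 0.47 for the *Ls*Cv replicates and 0.42 and 0.40 for the *Ls*Sq replicates. An absolute log2 fold change of at least 1.5 was found for 2955 clusters in *Ls*Cv versus *Ls*CK and for 2011 in *Ls*Sq versus *Ls*CK. The change was larger in *Ls*Cv than in *Ls*Sq in 15919 clusters, or 56.5%, where simulated unchanged groups gave 49.9% (49.5 to 51.0% over 20 draws). The simulation gave the extracts the same spread, so its balance between them followed from that setting. In the real libraries the median absolute log2 ratio between replicates was 0.56 in *Ls*Cv and 0.30 in *Ls*Sq. The simulation therefore cannot tell a larger response to *C. vulgaris* from a larger spread. The order of the extracts depended on the control library. Without *Ls*CK replicate 1 the medians were 0.67 for *Ls*Cv and 0.42 for *Ls*Sq, and without *Ls*CK replicate 2 they were 0.39 and 0.53. Simulated unchanged groups gave a median of 0.40 for either extract. These medians describe the libraries, and no test across clusters was made.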

As shown in Supporting Information**—Table S4**, ‘protein homeostasis’ (253 DEGs), ‘phytohormone’ (148 DEGs), ‘lipid metabolism’ (140 DEGs) and ‘amino acid metabolism’ (95 DEGs) are the categories mainly deregulated by the algal treatments. In the ‘protein homeostasis’ category, the up-regulation of several genes responsible for protein turnover was observed, including those encoding for chaperone, ubiquitin ligase, serine carboxypeptidase and proteases thus indicating that a strong rearrangement of the protein metabolism is strictly induced in response to microalgae extract treatment (data not shown). A second group of categories includes those clusters counting between 52 and 25 DEGs. Among these categories, ‘cell division’ (46 DEGs) and ‘cell wall organization’ (25 DEGs) are probably related with higher seedling growth induced by the algal treatment (Puglisi *et al.* 2022). In addition, the ‘redox homeostasis’ category (32 DEGs) lists a group of genes encoding glutathione peroxidases and glutathione transferases confirming their role in protecting plant cells both in normal and stressful conditions (data not shown; Lo Piero *et al.* 2010; Puglisi *et al.* 2013). Finally, a third group comprises categories including from 18 to 3 DEGs such as ‘protein translocation’ (18 DEGs) and ‘photosynthesis’ (10 DEGs) [see Supporting Information**—Table S4]**.

**Figure 4.**
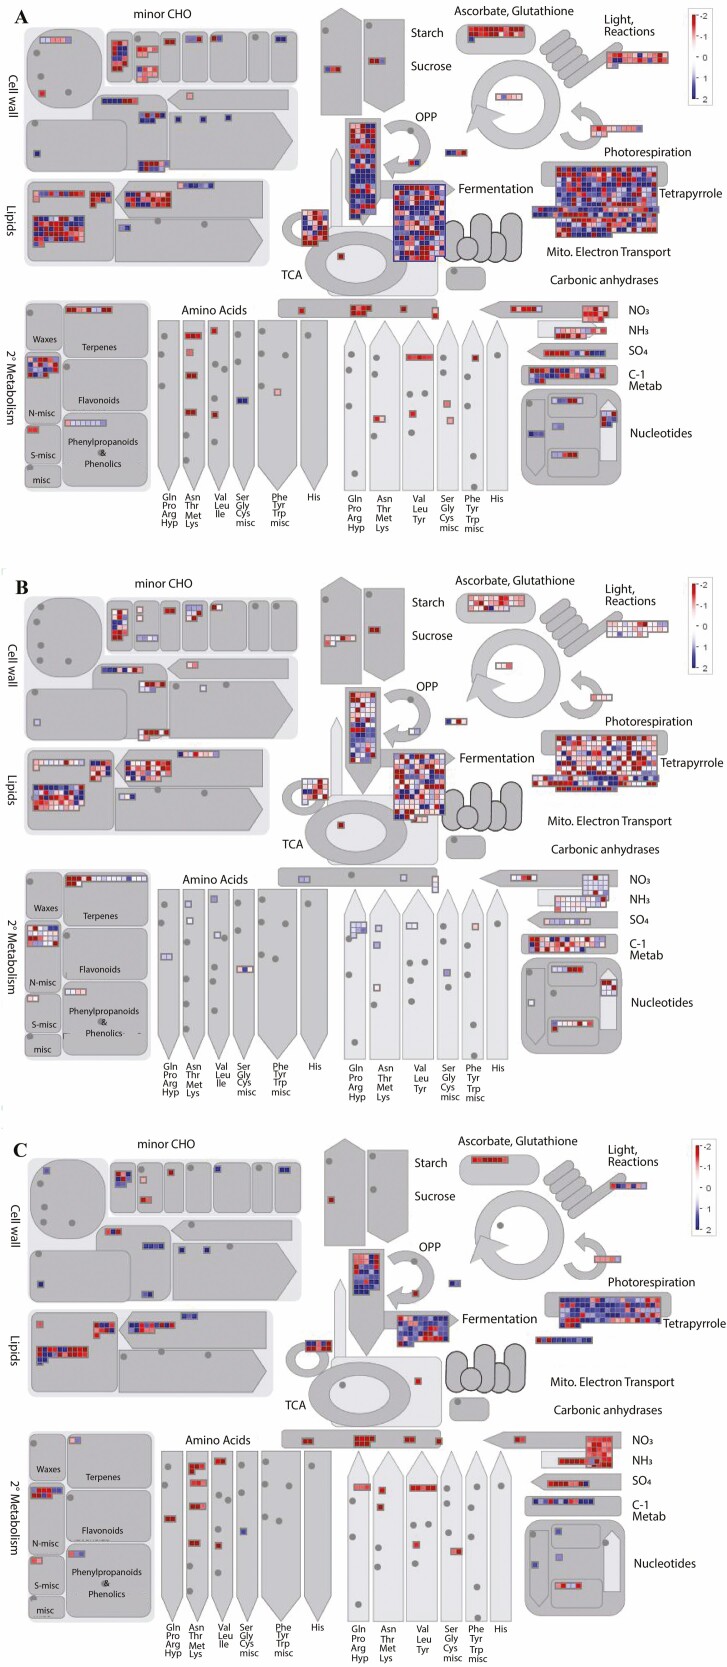
MapMan analysis of differentially expressed genes in *L. sativa*. (A) *Ls*Cv vs *Ls*CK. (B) *Ls*Sq vs *Ls*CK. (C) *Ls*Cv vs *Ls*Sq. Blue spots represent up-regulated genes and red spots represent down-regulated genes.

### Dissection of the ‘phytohormone’ and ‘transcription factor’ categories

Considering their main role in transcriptome reprogramming, we further dissected both the ‘phytohormones’ (Tables 5 and 6) and ‘transcription factor’ categories (Fig. 5). Table 5 includes the DEGs of the ‘phytohormone’ category that have been found specifically deregulated *by C. vulgaris* (*Ls*Cv vs. *Ls*Sq comparison) and reports the log_2_fold change of each deregulated cluster. The gene encoding the isopentenyltransferase (IPT), responsible for the rate-limiting step of cytokinin biosynthesis, was drastically down-regulated in the *Ls*Cv versus *Ls*Sq (−8.50 log_2_fold change), and concordantly, the cytokinin independent 1 histidine kinase, an activator of the cytokinin signalling pathway, was down-regulated. In addition, cytokinin phosphoribohydrolase (LOG) encoding gene catalysing the direct activation pattern was also down-regulated. 

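Each of the 12 clusters of Table 5 had the sign given there in *Ls*Cv versus *Ls*Sq, in edgeR's fit and in each of the 6 fits that left out 1 library. Of the 12, 0 had an adjusted p of 0.05 or less over all tested clusters in edgeR's quasi-likelihood test, with a lowest adjusted p of 0.229, and 12 had an unadjusted p under 0.05. Adjusted over the list alone, 12 of 12 passed, which is not independent evidence because the study chose the list on these libraries. DESeq2 called 12 of the 12 with only the *Ls*Cv and *Ls*Sq libraries in the fit and 8 with all 6 libraries in the fit. The isopentenyltransferase cluster (IPT, Cluster-9839.0) had 0 counts in both *Ls*Cv libraries, 146 and 5 counts in *Ls*Sq replicates 1 and 2, and 20 and 5 counts in *Ls*CK replicates 1 and 2. Set against the limit of detection, its level in *Ls*Cv was at least 23.4-fold lower than the mean of *Ls*Sq, and at least 1.62-fold lower without *Ls*Sq replicate 1. The fitted log2 fold change was -9.22 (standard error 2.57, adjusted p = 0.239 from the same test), and -5.39 without *Ls*Sq replicate 1. The cytokinin independent 1 cluster (CKI1, Cluster-15809.3160) had 4.81 ± 2.57 CPM (SD, n = 2) in *Ls*Cv, 22.0 ± 1.24 in *Ls*Sq and 24.5 ± 20.9 in *Ls*CK. *Ls*Cv versus *Ls*Sq had a log2 fold change of -2.19 (standard error 0.70, adjusted p = 0.247 from the same test).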

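The LOG cluster (Cluster-15809.14844) had 7.05 ± 3.35 CPM (SD, n = 2) in *Ls*Cv and 20.2 ± 1.44 in *Ls*Sq, a log2 fold change of -1.52 (standard error 0.47, adjusted p = 0.244 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The mean of the untreated seedlings was 10.2 ± 4.60 CPM, but *Ls*CK replicate 1, at 6.94, lay within the range of the *Ls*Cv libraries (4.68 to 9.42). *Ls*Cv versus *Ls*CK had a log2 fold change of -0.53, and 0.01 without *Ls*CK replicate 2. RSEM divided part of the reads of this cluster with other clusters. Of the DESeq2 fits, the one with only the *Ls*Cv and *Ls*Sq libraries called it and the one with all 6 libraries did not, and the same was true of CKI1.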

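The cytokinin hydroxylase cluster (CYP735A, Cluster-16226.0) had 5.30 ± 1.08 CPM (SD, n = 2) in *Ls*Cv, 0.758 ± 0.658 in *Ls*Sq and 4.18 ± 0.298 in *Ls*CK. Between *Ls*Cv and *Ls*Sq the log2 fold change was 2.80 (standard error 0.70, adjusted p = 0.232 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The level in *Ls*Cv was close to that of the untreated seedlings, with a log2 fold change of 0.34 (standard error 0.64, and 0.12 without *Ls*Cv replicate 2), whereas in *Ls*Sq it was lower than in *Ls*CK by a log2 fold change of -2.46 (standard error 0.69, adjusted p = 0.962 from the same test), and by -3.82 without *Ls*Sq replicate 2.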

Zeatin-type-cytokinin synthase (CYP735A), involved in later steps of cytokinin biosynthesis, was found up-regulated in *C. vulgaris* treated samples in comparison with those seedlings treated with *S. quadricauda*. However, the gene encoding the zeatin O-glucosyltransferase (ZOG) which glycosylates cytokinins leading to the cytokinin forms with reduced biological activity, was also up-regulated indicating that in *C. vulgaris* treated samples these hormones and the induction of the related signal cascade are repressed with respect of the *S. quadricauda* treated seedlings (Table 5). 

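For ZOG (Cluster-3690.0), 16.9 ± 7.26 CPM (SD, n = 2) were found in *Ls*Cv and 1.92 ± 0.316 in *Ls*Sq. The difference, a log2 fold change of 3.13 (standard error 0.62), was the most significant of the up-regulated clusters of Table 5, with an adjusted p of 0.229 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In *Ls*CK the replicates had 387 and 109 counts, and both lay between the *Ls*Cv and *Ls*Sq libraries in CPM.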

Clusters encoding the ligands negatively influencing stomatal density (EPF/EPFL, epidermal patterning factor; Rychel *et al.* 2010) were found down-regulated in the *C. vulgaris* treated samples. 

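The EPF/EPFL cluster (Cluster-15809.11964) had 25 and 38 counts in the *Ls*Cv libraries and 193 and 138 in the *Ls*Sq libraries, or 1.09 ± 0.242 and 5.48 ± 1.12 CPM (SD, n = 2). This gave a log2 fold change of -2.32 (standard error 0.61, adjusted p = 0.233 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *Ls*CK it had 84 and 195 counts, and against *Ls*CK the level in *Ls*Cv was lower by a log2 fold change of -2.06 (standard error 0.61, adjusted p = 0.533 from the same test), and by -1.14 without *Ls*CK replicate 2.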

Another group of clusters related to cell proliferation was also found down-regulated in the *Ls*Cv versus *Ls*Sq comparison (Table 5): (i) the TDIF (Tracheary element Differentiation Inhibitory Factor) peptide and the TDR/PXY (TDIF receptor/Phloem intercalated with Xylem) membrane protein kinase, promoting the proliferation of procambial cells and suppressing their xylem differentiation (Hirakawa *et al.* 2010), (ii) the EMS1 (EXCESS MICROSPOROCYTES1) LRR-RLK and its small protein-ligand TPD1 (TAPETUM DETERMINANT1), that play a fundamental role in somatic and reproductive cell differentiation during early anther development in *Arabidopsis* (Li *et al.* 2017), and (iii) the phytosulfokine receptor which regulates a signalling cascade involved in plant cell differentiation, organogenesis, somatic embryogenesis, cellular proliferation and plant growth.

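The TDIF receptor PXY (Cluster-15809.1007) had 4.43 ± 0.792 CPM (SD, n = 2) in *Ls*Cv and 15.0 ± 2.92 in *Ls*Sq, a log2 fold change of -1.76 (standard error 0.33). It kept this level in *Ls*CK, at 14.7 ± 1.02, so that *Ls*Cv was lower than both other groups, and its reads were in part divided with other clusters. EMS1 (Cluster-11176.0) had 3.70 ± 2.31 CPM in *Ls*Cv and 15.9 ± 4.49 in *Ls*Sq, with a log2 fold change of -2.10 (standard error 0.57). The phytosulfokine receptor (PSKR, Cluster-10341.0) had 10.3 ± 2.81 and 33.1 ± 17.8, with a log2 fold change of -1.68 (standard error 0.46) that was -1.0002 without *Ls*Sq replicate 1. The adjusted p of the 3 clusters was between 0.229 and 0.234 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *Ls*CK, PSKR had 12.8 ± 2.64 CPM, close to *Ls*Cv.

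**Figure D2:**
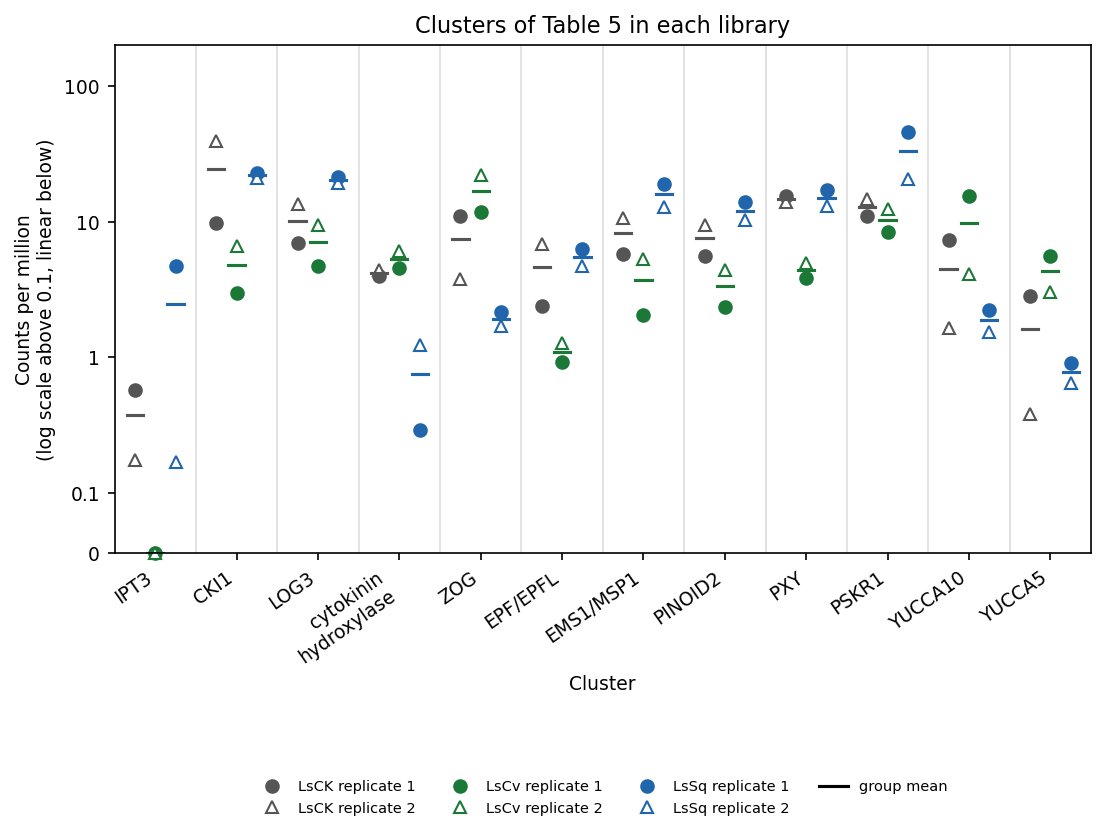
CPM of the 12 clusters of Table 5 in each of the 6 libraries, on an axis that is logarithmic above 0.1 and linear below. Symbols give the replicate, colours the group and bars the mean of the 2 libraries of a group. In each cluster both *Ls*Cv libraries lie on one side of both *Ls*Sq libraries, whereas the *Ls*CK libraries lie apart by up to a log2 ratio of 2.88 between replicates, in YUCCA5.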

**Table 5.** DEGs listed in the ‘Phytohormone’ category specifically deregulated in *Ls*Cv versus *Ls*Sq.

Cluster ID	Database description	log_2_fold change LsCv vs LsSq
9839.0	*IP-type-cytokinin synthase* (*IPT3*)	−8.50
15809.3160	*Cytokinin signalling pathway activator* (*CKI1*)	−2.12
15809.14844	*Cytokinin phosphoribohydrolase* (*LOG3*)	−1.45
16226.0	*Cytokinin hydroxylase*	+2.86
3690.0	*Zeatin O-glucosyltransferase* (*ZOG*)	+3.20
15809.11964	*EPF/EPFL epidermal patterning factor*	−2.26
11176.0	*TDL-peptide receptor* (*EMS1/MSP1*)	−2.03
6384.0	*Regulatory protein kinase* (*PINOID2*) *of auxin transport*	−1.76
15809.1007	*TDIF-peptide receptor* (*PXY*)	−1.69
10341.0	*Pythosulfokine peptide receptor* (*PSKR1*)	−1.61
14797.0	*Flavin-dependent monooxygenase* (*YUCCA10*)	+2.42
8784.0	*Flavin-dependent monooxygenase* (*YUCCA5*)	+2.52

**Table 6.** DEGs listed in the ‘Phytohormone’ category in common between *Ls*Cv vs *Ls*CK and *Ls*Sq vs *Ls*CK.

Cluster ID	Database description	log_2_fold change LsCv vs LsCK	log_2_fold change LsSq vs LsCK
8434.0	*Transcriptional repressor* (*IAA27/AUX*)	−4.12	−2.29
17059.0	*CIF precursor polypeptide*	−3.17	−2.55
5788.0	*Transcriptional repressor* (*IAA17/AUX*)	−3.09	−1.93
15809.12001	*RALF-peptide receptor* (*CrRLK1L*) – *THESEUS*	−2.48	−2.20
15809.3701	*Brassinosteroid signalling protein kinase*	−2.18	−2.02
18385.0	*RALF-peptide receptor* (*CrRLK1L*) – *FERONIA*	+1.99	+1.78
14748.0	*B-type ARR response activator of cytokinin*	+2.70	+2.32
15809.8656	*PYL/RCAR abscisic acid receptor PYL4-like*	+2.90	+2.34
4711.0	*Auxin efflux transporter* (*PILS7*)	+4.30	+2.79
6996.0	*PNP precursor polypeptide* (*EG45-like*)	+11.00	+6.61

**Figure 5.**
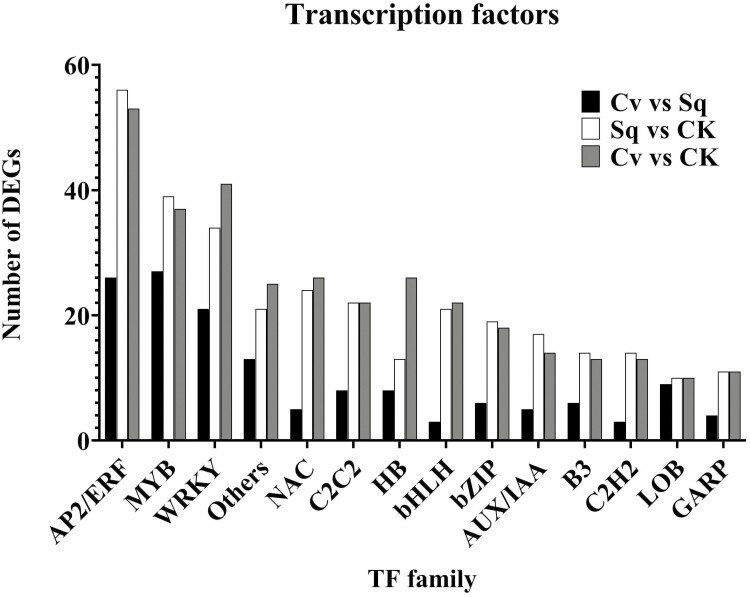
Number of DEGs encoding for TFs found in the three comparisons (*Ls*Cv vs *Ls*CK, *Ls*Sq vs *Ls*CK and *Ls*Cv vs *Ls*Sq).

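The flavin-dependent monooxygenase clusters YUCCA10 (Cluster-14797.0) and YUCCA5 (Cluster-8784.0) encode the indole-3-pyruvate monooxygenases of Table 5. YUCCA10 had 417 and 124 counts in the *Ls*Cv libraries and 69 and 45 in the *Ls*Sq libraries, or 9.75 ± 7.96 and 1.89 ± 0.506 CPM (SD, n = 2). The log2 fold change was 2.37 (standard error 0.89, adjusted p = 0.279 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1.16 without *Ls*Cv replicate 1. YUCCA5 had 4.30 ± 1.80 CPM in *Ls*Cv and 0.778 ± 0.187 in *Ls*Sq, a log2 fold change of 2.46 (standard error 0.94, adjusted p = 0.284 from the same test). Among the *Ls*CK libraries, replicate 1 had 255 counts of YUCCA10 and 99 of YUCCA5, and replicate 2 had 47 and 11. DESeq2 called both clusters with only the *Ls*Cv and *Ls*Sq libraries in the fit and neither with all 6 libraries.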

Interestingly, two clusters encoding indole-3-pyruvate monooxygenase involved in auxin biosynthesis during embryogenesis and seedling development (Zhao 2010) were up-regulated in *Ls*Cs vs *Ls*Sq comparison suggesting that auxin is strongly implicated in the response of lettuce towards *C. vulgaris* treatment. Moreover, the down-regulation of regulatory protein kinase (PINOID) of auxin transport functioning as a positive regulator of polar auxin transport (Benjamins *et al.* 2001) indicates that the fine-tuning of polar auxin transport during organ formation in response to local auxin concentrations is affected in *C. vulgaris* treated samples.

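The PINOID cluster (Cluster-6384.0) had 3.38 ± 1.44 CPM (SD, n = 2) in *Ls*Cv and 12.1 ± 2.59 in *Ls*Sq. The log2 fold change was -1.83 (standard error 0.47, adjusted p = 0.232 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and ranged from -2.35 to -1.42 with each library left out in turn. *Ls*CK, at 7.52 ± 2.67 CPM, lay between the treatments. Against *Ls*CK, the log2 fold change was -1.15 (standard error 0.46) in *Ls*Cv and 0.68 (standard error 0.45) in *Ls*Sq. Without *Ls*CK replicate 2 these were -0.75 and 1.10, and without *Ls*CK replicate 1 the latter was 0.32.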

Finally, in Table 6 the DEGs in common between the *Ls*Cv versus *Ls*CK and *Ls*Sq versus *Ls*CK comparisons related to the ‘phytohormone’ category are reported. All of them are subjected to the same de-regulation type (up- or down-regulated) in both comparisons, but in all cases, the extent of gene de-regulation is higher in *Ls*Cv versus *Ls*CK than in *Ls*Sq versus *Ls*CK (Table 6) as encountered by MapMan analysis (Fig. 4). 

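Of the 10 clusters of Table 6, 0 had an adjusted p of 0.05 or less in *Ls*Cv versus *Ls*CK in edgeR's quasi-likelihood test (lowest adjusted p 0.533) and 0 in *Ls*Sq versus *Ls*CK (lowest adjusted p 0.962). At an unadjusted p under 0.05 there were 3 and 1, and adjusted over the list alone, a list that the study chose on these libraries, there were 0 and 0. The sign given in Table 6 was found for 9 of the 10 clusters in *Ls*Cv versus *Ls*CK and for 8 in *Ls*Sq versus *Ls*CK, and 9 had the larger absolute change in *Ls*Cv. The change was larger in *Ls*Cv in 10 clusters without *Ls*CK replicate 1, and in 6 without *Ls*CK replicate 2. With each library left out in turn, the sign was the same throughout for 6 clusters in *Ls*Cv versus *Ls*CK and for 2 in *Ls*Sq versus *Ls*CK. Of the clusters in *Ls*Sq versus *Ls*CK, 5 changed sign without *Ls*CK replicate 2 and 2 without *Ls*CK replicate 1. Tested directly, as *Ls*Cv versus *Ls*Sq, the level differed in 0 of the 10 clusters (lowest adjusted p 0.331, and 0 with an unadjusted p under 0.05), while DESeq2 with only these libraries in the fit called 1, the PNP precursor. A difference in level is one in the extent of deregulation only where both changes have the same sign. PNP had opposite signs, at 3.04 in *Ls*Cv and -1.28 in *Ls*Sq. The setting that moved these counts most, DESeq2 with *Ls*CK replicate 2 entered for both control libraries, was chosen after the values had been seen, rests on 1 control library and called 10 of the 10 clusters in each comparison with *Ls*CK. The brassinosteroid signalling protein kinase (Cluster-15809.3701) had the smallest standard errors: its counts were 880 and 1634 in *Ls*CK, 380 and 327 in *Ls*Cv, and 432 and 452 in *Ls*Sq. A log2 fold change of -1.72 (standard error 0.43) was found in *Ls*Cv versus *Ls*CK, a DEG in DESeq2 with all 6 libraries in the fit, and -1.48 (standard error 0.42) in *Ls*Sq versus *Ls*CK. These became -1.02 and -0.78 without *Ls*CK replicate 2, and RSEM divided part of its reads with other clusters.

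**Figure D3:**
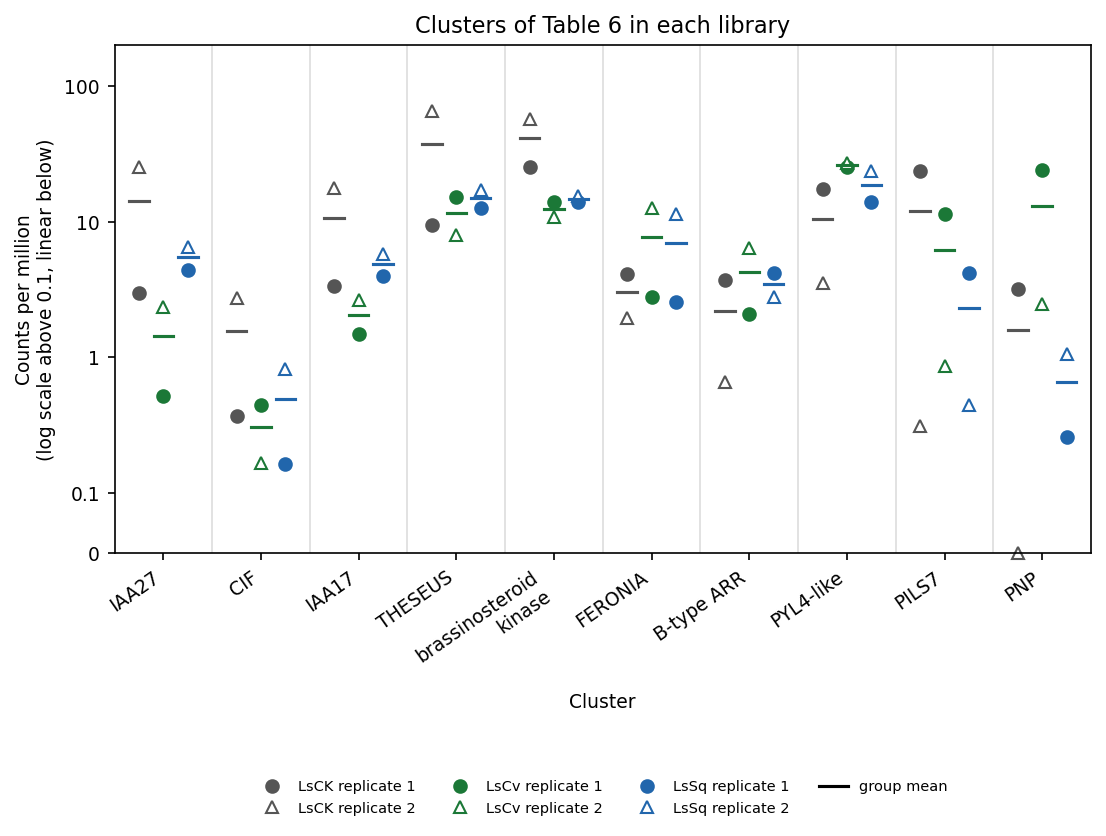
CPM of the 10 clusters of Table 6 in each of the 6 libraries, on an axis that is logarithmic above 0.1 and linear below, with symbols for the replicate, colours for the group and bars for the mean of the 2 libraries of a group. *Ls*CK replicate 2 lies outside the range of the 4 treated libraries in 10 of the 10 clusters, and *Ls*CK replicate 1 lies inside it in 8.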

Among the down-regulated genes we enumerate the transcriptional repressor (IAA/AUX) that represses the expression of primary/early auxin response genes (Tiwari *et al.* 2004), confirming the crucial role of auxin signal transduction during algal treatment. Moreover, the CASPARIAN STRIP INTEGRITY FACTOR (CIF) that triggers the spatially precise deposition of designated cell wall components, enabling plants to establish transcellular barrier networks correctly (Table 6). 

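IAA27 (Cluster-8434.0), whose reads RSEM divided in part with other clusters, had 104 and 731 counts in the *Ls*CK libraries, 14 and 71 in *Ls*Cv, and 135 and 192 in *Ls*Sq. The fitted change was a log2 fold change of -3.29 (standard error 1.11) in *Ls*Cv versus *Ls*CK and -1.38 (standard error 1.03) in *Ls*Sq versus *Ls*CK. Without *Ls*CK replicate 2 these values were -1.05 and 0.87, and without *Ls*CK replicate 1 the latter was -2.25. IAA17 (Cluster-5788.0) had 118 and 510 counts in *Ls*CK, 40 and 79 in *Ls*Cv, and 123 and 169 in *Ls*Sq. Log2 fold changes were -2.36 (standard error 0.80) in *Ls*Cv versus *Ls*CK and -1.11 (standard error 0.76) in *Ls*Sq versus *Ls*CK, and -0.73 and 0.53 without *Ls*CK replicate 2. The latter was -1.90 without *Ls*CK replicate 1. Both clusters had an unadjusted p of 0.022 in *Ls*Cv versus *Ls*CK in edgeR's quasi-likelihood test (adjusted p = 0.533).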

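The CIF cluster (Cluster-17059.0) was counted at low levels, with 13 and 79 counts in *Ls*CK, 12 and 5 in *Ls*Cv, and 5 and 24 in *Ls*Sq. The log2 fold change was -2.35 (standard error 1.30) in *Ls*Cv versus *Ls*CK and -1.66 (standard error 1.26) in *Ls*Sq versus *Ls*CK. Without *Ls*CK replicate 2 they were -0.30 and 0.39. The value of *Ls*Sq versus *Ls*CK was also -2.51 without *Ls*CK replicate 1, -0.93 without *Ls*Sq replicate 1 and -3.23 without *Ls*Sq replicate 2.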

RALF-peptide receptor (*Catharanthus roseus* receptor-like kinase 1-like, CrRLK1L)—THESEUS, previously shown in *Arabidopsis* to trigger growth inhibition and defense responses upon perturbation of the cell wall (Gonneau *et al.* 2018) was also down-regulated in both comparisons (Table 6). 

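THESEUS (Cluster-15809.12001) had 9.42 and 65.4 CPM in *Ls*CK replicates 1 and 2, 11.6 ± 5.20 (SD, n = 2) in *Ls*Cv and 14.8 ± 3.14 in *Ls*Sq, with part of its reads divided with other clusters. Its log2 fold change was -1.69 (standard error 0.83) in *Ls*Cv versus *Ls*CK and -1.34 (standard error 0.82) in *Ls*Sq versus *Ls*CK. Both signs changed without *Ls*CK replicate 2, to 0.29 and 0.65, and that of *Ls*Sq versus *Ls*CK was -2.17 without *Ls*CK replicate 1.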

Among the up-regulated genes, we found an essential regulator of plant stress responses, RALF-peptide receptor (CrRLK1L)—FERONIA, and the B-type ARR response regulator of cytokinin initiating both the transcriptional response to cytokinin and a negative feedback loop that desensitizes the plant to cytokinin (Zubo *et al.* 2020). 

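FERONIA (Cluster-18385.0) had 145 and 56 counts in *Ls*CK, 75 and 380 in *Ls*Cv, and 78 and 337 in *Ls*Sq, so that in either treatment replicate 2 lay above both *Ls*CK libraries in CPM and replicate 1 did not. Its log2 fold change was 1.34 (standard error 0.94) in *Ls*Cv versus *Ls*CK, and -0.15 without *Ls*Cv replicate 2. Against *Ls*CK, *Ls*Sq had a value of 1.20 (standard error 0.93), and -0.27 without *Ls*Sq replicate 2. The B-type ARR (Cluster-14748.0) had 131 and 19 counts in *Ls*CK, 57 and 193 in *Ls*Cv, and 129 and 82 in *Ls*Sq. Fitted log2 fold changes were 0.95 (standard error 0.88) in *Ls*Cv versus *Ls*CK and 0.66 (standard error 0.88) in *Ls*Sq versus *Ls*CK, both smaller than the log2 ratio of 2.50 between the *Ls*CK replicates. The former was -0.076 without *Ls*Cv replicate 2 and 2.69 without *Ls*CK replicate 1. The latter was -0.10 without *Ls*CK replicate 2 and 2.36 without *Ls*CK replicate 1.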

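The abscisic acid receptor PYL4-like (Cluster-15809.8656) had 17.4 and 3.52 CPM in *Ls*CK replicates 1 and 2, 26.2 ± 1.39 (SD, n = 2) in *Ls*Cv and 18.7 ± 6.77 in *Ls*Sq. Its log2 fold change was 1.32 (standard error 0.69) in *Ls*Cv versus *Ls*CK and 0.84 (standard error 0.69) in *Ls*Sq versus *Ls*CK, and 0.57 and 0.10 without *Ls*CK replicate 2. They were 2.90 and 2.38 without *Ls*CK replicate 1. The PNP precursor (Cluster-6996.0) had 111 and 0 counts in *Ls*CK, 646 and 74 in *Ls*Cv, and 8 and 31 in *Ls*Sq. Its log2 fold change was 3.04 (standard error 1.77) in *Ls*Cv versus *Ls*CK and -1.28 (standard error 1.76) in *Ls*Sq versus *Ls*CK. Without *Ls*CK replicate 1, only the library with 0 counts was left in the control and these values became 11.60 and 7.25, which depend on the prior count, and without *Ls*Cv replicate 1 the former was 0.66. With *Ls*CK replicate 2 entered for both control libraries in DESeq2, a setting chosen after the values had been seen, they were 11.01 and 6.62.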

(PYR/PYL/RCAR) receptors, responsible for the regulation of the ABA signalling pathway, PIN-LIKES (PILS) proteins contributing to intracellular auxin homeostasis (Zhao *et al.* 2021) and Plant Natriuretic Peptides (PNPs) which have an important and systemic role in plant growth and homeostasis (Morse *et al.* 2004) were among the most induced genes under algal treatments. Interestingly, the PILS protein-encoding gene, identified to be putative auxin carrier at the endoplasmic reticulum (ER) and control intracellular auxin accumulation (Zhao *et al.* 2021), was highly up-regulated in algal-treated samples.

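The PILS7 cluster (Cluster-4711.0) had 822 and 9 counts in *Ls*CK replicates 1 and 2, 311 and 26 in the *Ls*Cv replicates, and 128 and 13 in the *Ls*Sq replicates, with part of its reads divided with other clusters. In each group replicate 1 had the higher count, and the spread between replicates exceeded the difference between groups. The log2 fold change was -0.95 (standard error 1.81, adjusted p = 0.885 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in *Ls*Cv versus *Ls*CK and -2.37 (standard error 1.90, adjusted p = 0.962 from the same test) in *Ls*Sq versus *Ls*CK. Without *Ls*Cv replicate 1 the former was -3.75, and without *Ls*Sq replicate 1 the latter was -4.74. The values were 4.28 and 2.82 without *Ls*CK replicate 1, and with *Ls*CK replicate 2 entered for both control libraries in DESeq2, chosen after the values had been seen, 4.30 and 2.80.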

Figure 5 categorizes the DEGs encoding TFs in the three comparisons (*Ls*Cv vs. *Ls*CK, *Ls*Sq vs. *Ls*CK and *Ls*Cv vs. *Ls*Sq). Overall, for each considered family, the highest number of deregulated TFs was encountered within the *Ls*Cv versus *Ls*CK samples, and AP2/ERF, WRKY, MYB and NAC TF are numerically the most represented families.

## Discussion

The use of plant biostimulants as recent eco-friendly approach to promote crop development has caught the interest of researchers due to the variety of ways in which they can improve plant fitness. One of the most promising classes of biostimulants is represented by microalgae extracts containing a plethora of bioactive compounds whose variegated composition could be responsible for the wide range of biological effects exerted on different crops (Deolu-Ajayi *et al.* 2022). Several manuscripts have been recently published concerning the potential and advantages of using microalgae extracts as biostimulants, especially in undesired conditions (Chiaiese *et al.* 2018; González-Morales *et al.* 2021; Deolu-Ajayi *et al.* 2022; Franzoni *et al.* 2022). Overall, they report that the beneficial effects of the algal extracts pass through changes of morphological, physiological, biochemical, epigenomic, proteomic and transcriptomic nature. However, the reprogramming of gene expression can be considered the first step to generate further changes at molecular levels, and for this reason, transcriptomic analysis via RNAseq might be considered the analysis of choice to encompass the interaction between plant and biostimulant extracts. Recently, the transcriptomics of plant biostimulation under stressful conditions has been reviewed revealing that *Ascophyllum nodosum* seaweed extract is widely applied, especially upon leaves of *Arabidopsis* and tomato (González-Morales *et al.* 2021). Interestingly, the transcriptomic data indicated that *A. nodosum* seaweed extract promotes *A. thaliana* seedlings’ growth as well as the induction of genes involved in abiotic stress (Goñi *et al.* 2016).

Lettuce (*L. sativa*) is one of the most important vegetable crops grown in the Mediterranean region where saline water is frequently used for irrigation (Lucini *et al.* 2015). Thus, with a view to reduce the use of chemical fertilizers and replacing them with environment-friendly compounds, our previous works were aimed at verifying the influence of both *C. vulgaris* and *S. quadricauda* extracts upon lettuce morpho-biometric parameters and the related biochemical response (Puglisi *et al.* 2020*b*, 2022). To elucidate the response of lettuce to microalgae extracts, in this work, we sequenced and *de novo* assembled the *L. sativa* leaf transcriptome to identify differential gene expression, BPs, metabolic pathways, and molecular markers. Our results indicated that the core gene set that responded to microalgal treatments in a species-independent manner includes 1330 clusters, 1184 of which were down-regulated and 146 up-regulated, clearly suggesting that the repression of gene expression is the main effect of algal treatment associable with the stimulating activity upon lettuce seedlings. However, although the total DEGs number between *Ls*Cv versus *Ls*CK and *Ls*Sq versus *Ls*CK comparisons was similar, our results suggested that the extent of transcriptome reprogramming between the treatments under investigation was qualitatively and quantitatively different (Tables 5 and 6). In particular, we enumerated 2439 DEGs specifically deregulated on the basis of the applied algal species (*Ls*Cv vs. *Ls*Sq comparison); this result was also confirmed by both Mapman analysis (Fig. 4), which indicated that a more pronounced response was achieved using *C. vulgaris* extract, and by the RGR values which resulted higher in seedlings treated with *C. vulgaris* extract (Table 1). The analysis of biological pathways provided a comprehensive representation of the most relevant metabolic pathways reprogrammed in lettuce upon algal treatments. Among the most enriched KEGG pathways were ‘biosynthesis of amino acids’ and ‘plant hormone signal transduction’ suggesting a key role of algal extract in inducing a deep rearrangement of both hormone biosynthesis, often starting from amino acids functioning as substrates, and the related signal transduction. The analysis of the ‘Phytohormone’ category clearly indicated that in *C. vulgaris* treated samples the cytokinin biosynthesis and signal transduction were strongly repressed with respect to the *S. quadricauda* treated seedlings, whereas, auxin biosynthesis and homeostasis were activated, thus suggesting that the registered beneficial effects of both algal extracts (Puglisi *et al.* 2020*b*, 2022; Santoro *et al.* 2022) pass through different metabolic pathways and processes. The fact that a group of genes involved in cell proliferation and differentiation (EPF/EPFL epidermal patterning factor TDL-peptide receptor (EMS1/MSP1), TDIF-peptide receptor, PXY) was found down-regulated in the *Ls* Cv versus *Ls*Sq comparison, that means they are induced by *S. quadricauda* treatment, corroborates this assertion. Moreover, a recent comparative analysis (bio-compounds and fatty acids) of harvested microalgal biomass indicated that *C. vulgaris* and *S. quadricauda* extracts contain a similar amount of carbohydrates (35.10 ± 1.35 and 33.98 ± 2.29 WW^−1^, respectively). However, *S. quadricauda* extract was richer in both lipids and proteins than *C. vulgaris* extract (Zhang *et al.* 2023) thus confirming their specific biological composition which can widely justify their different mode of action.

Interestingly, the lettuce response to both algal treatments involved also the deregulation of a huge number of genes encoding hormone-like compounds or molecules related to their signal transduction cascade. In particular, lettuce seedlings perceived the external signals to self-modulate BPs through members of *Catharanthus roseus* receptor-like kinase 1-like (CrRLK1L) proteins with their ligands, rapid alkalinization factor (RALF) peptides. FERONIA (FER), a CrRLK1L member, was initially reported to act as a major plant cell growth modulator in distinct tissues (Zhang *et al.* 2020). However, as the growth of plants depends on the compromise between cell wall growth and its integrity, *Catharanthus roseus* receptor-like kinase 1-like (CrRLK1L) THESEUS1 (THE1) was previously shown in *Arabidopsis* to trigger growth inhibition and defence responses upon perturbation of the cell wall. In this context, our results show that the deregulation of FERONIA and THESEUS signalling networks might be integrated to support the integrity of the cell wall with the coordination of normal morphogenesis (Zhang *et al.* 2020). Both algal extracts induced the expression of PNP precursor polypeptide at a very high level, more in *C. vulgaris* treatment than in *S. quadricauda* (log_2_fold change +11.00 and +6.61, respectively). PNPs are a class of systemically mobile molecules involved in several physiological processes ranging from the regulation of stomatal aperture, osmotic-dependent volume changes and responses to plant pathogens (Morse *et al.* 2004). Nevertheless, understanding of the molecular mechanisms by which PNPs exert their functions is limited by the lack of comprehensive studies reporting sets of proteins they interact with to modulate levels of secondary messengers. In this respect, it has been recently proposed that PNP-A and its PNP-R2 receptor may play an important role in fine-tuning plant immune responses to avoid inappropriate induction of SA-dependent death signals in cells spatially separated from infected or damaged cells, thereby minimizing tissue damage (Lee *et al.* 2020). Both algal extracts induced the deregulation of many TF families, these include TFs of the APETALA2/ETHYLENE RESPONSIVE FACTOR (AP2/ERF) family, which have an important role in the regulation of a number of stress responses. They also respond to hormones leading to increased plant survival under stressful conditions. In addition, AP2/ERFs participate in a variety of stress tolerance, allowing them to connect a stress regulatory network (Xie *et al.* 2019) by interactions and connections with major plant hormones such as ethylene (ET) and abscisic acid (ABA), gibberellins (Gas) and cytokinins (CTK).

## Conclusions

In this work, we evaluated the effect of microalgal extracts on the transcriptomic profile of lettuce leaves. Our results clearly indicate that treatment with *C. vulgaris* induced a qualitative and quantitative deeper response than that obtained using *S. quadricauda* extract. Moreover, although both treatments lead to ameliorated morpho-biometric parameters and share the deregulation of several biological patterns, the lettuce seedlings’ transcriptomic response clearly suggests that *C. vulgaris* actives both the auxin biosynthesis and transduction pathways whereas *S. quadricauda* up-regulates cytokinin biosynthesis pathway, probably because they are rich of different amount of beneficial components. Along the major phytohormones, algal treatments implicate the reprogramming of lettuce metabolic processes through the signal cascade induced by small hormone-like molecules that can act alone or by interacting with major hormones. Most of these molecules are reported to take the field to defend plants in the occurrence of either abiotic or biotic stress, strengthening the plant response against adverse external stimuli. Moreover, this observed de-regulation of genes that are generally categorized as ‘*stress-responsive genes*’, might positively influence plants by exerting a beneficial effect during growth. Consequently, our work produced a comprehensive list of genes that might be the target for genome editing with the aim to genetically improve lettuce allowing a limited or even null use of synthetic fertilizers and pesticides.

## Supporting Information

The following additional information is available in the online version of this article –

**Figure S1.** Length distribution of transcripts and unigenes.

**Figure S2.** Validation of RNAseq by RT real-time PCR.

**Figure S3.** KOG functional classification. Clusters of orthologous groups (KOG) classification. All unigenes were aligned to the KOG database to predict and classify possible functions. (A) RNA processing and modification; (B) chromatin structure and dynamics; (C) energy production and conversion; (D) cell cycle control, cell division, chromosome partitioning; ® amino acid transport and metabolism; (F) nucleotide transport and metabolism; (G) carbohydrate transport and metabolism; (H) coenzyme transport and metabolism; (I) lipid transport and metabolism; (J) transition, ribosomal structure and biogenesis; (K) transcription; (L) replication, recombination and repair; (M) cell wall/ membrane/envelope biogenesis; (N) cell motility; (O) posttranslational modification, protein turnover, chaperones; (P) inorganic ion transport and metabolism; (Q) secondary metabolites biosynthesis, transport and catabolism; ® general function prediction only; (S) function unknown; (T) signal transduction mechanisms; (U) intracellular trafficking, secretion, and vesicular transport; (V) defense mechanisms; (W) extracellular structures; (X) unnamed protein; (Y) nuclear structure; (Z) cytoskeleton.

**Table S1.** Validation of *Lactuca sativa* L. DEGs by Real-Time qRT-PCR.

**Table S2.** List of DEGs in common between *Ls*Cv vs LsCK and *Ls*Sq vs *Ls*CK comparisons.

**Table S3.** Number of core gene set deregulated by algal treatments categorized following the Mapman enrichment analysis.

**Table S4.** Number of DEGs belonging to each Mapman category.

plad043_suppl_Supplementary_Figure_S1 Click here for additional data file.

plad043_suppl_Supplementary_Figure_S3 Click here for additional data file.

plad043_suppl_Supplementary_Figure_S2_Table_S1 Click here for additional data file.

plad043_suppl_Supplementary_Table_S2 Click here for additional data file.

plad043_suppl_Supplementary_Table_S3 Click here for additional data file.

plad043_suppl_Supplementary_Table_S4 Click here for additional data file.

## Sources of Funding

None declared.

## Contributions by the Authors

Conceptualization: A.R.L.P. Methodology: A.R.L.P., D.F.S. and A.S. Investigation: D.F.S. and E.L.B. Validation: D.F.S., I.P. and A.B. Data curation: D.F.S., A.R.L.P., I.P. and A.B. Writing-original draft preparation: A.R.L.P., D.F.S., I.P. and A.S. Writing review and editing: A.R.L.P., D.F.S. and A.S. All authors have read and agreed to the published version of the manuscript.

## Data Availability

The data underlying this article are available in the article and its Supplementary Material. Sequencing results were submitted to NCBI (https://www.ncbi.nlm.nih.gov/geo/) accession number (GSE227491).

# Supplementary material for: Transcriptomic profile of lettuce seedlings (Lactuca sativa) response to microalgae extracts used as biostimulant agents
**Source:** AoB Plants. 2023 Jul 2;15(4):plad043. doi: 10.1093/aobpla/plad043
**Supplement:** plad043_suppl_Supplementary_Figure_S3

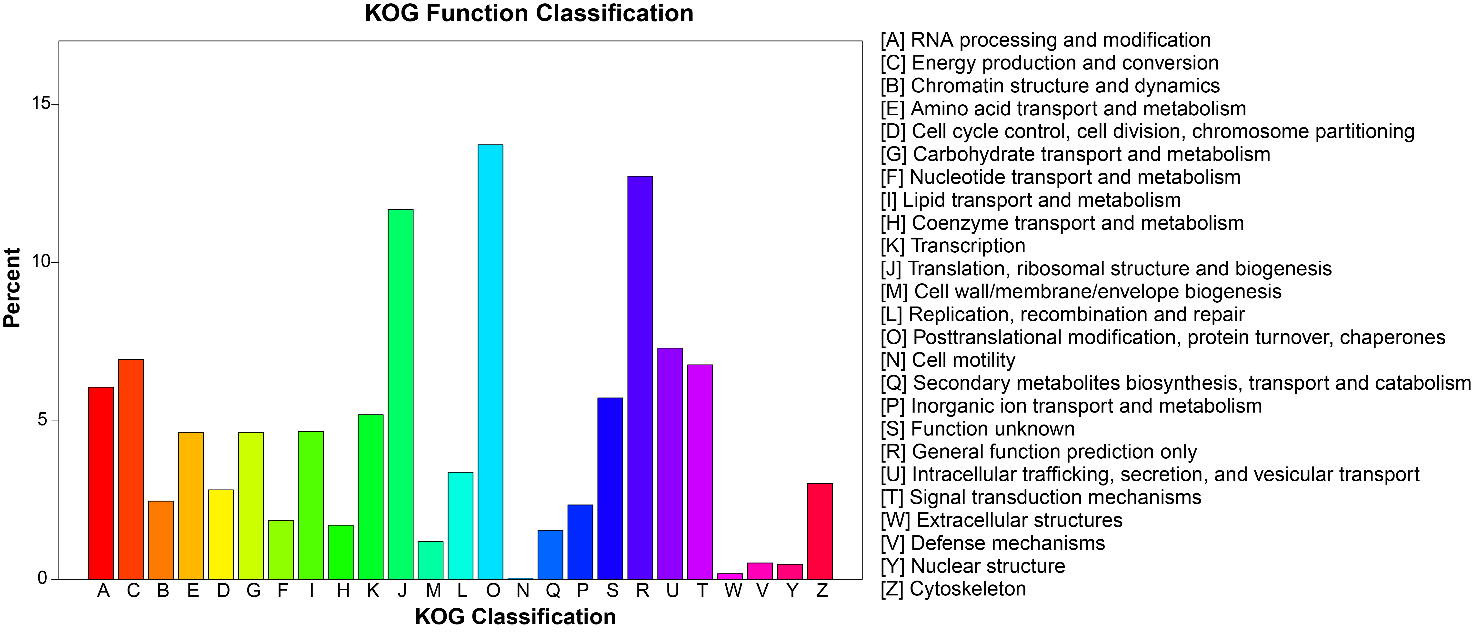

**Figure S3.** KOG functional classification. Clusters of orthologous groups (KOG) classification. All unigenes were aligned to the KOG database to predict and classify possible functions. (A) RNA processing and modification; (B) chromatin structure and dynamics; (C) energy production and conversion; (D) cell cycle control, cell division, chromosome partitioning; ® amino acid transport and metabolism; (F) nucleotide transport and metabolism; (G) carbohydrate transport and metabolism; (H) coenzyme transport and metabolism; (I) lipid transport and metabolism; (J) transition, ribosomal structure and biogenesis; (K) transcription; (L) replication, recombination and repair; (M) cell wall/ membrane/envelope biogenesis; (N) cell motility; (O) posttranslational modification, protein turnover, chaperones; (P) inorganic ion transport and metabolism; (Q) secondary metabolites biosynthesis, transport and catabolism; ® general function prediction only; (S) function unknown; (T) signal transduction mechanisms; (U) intracellular trafficking, secretion, and vesicular transport; (V) defense mechanisms; (W) extracellular structures; (X) unnamed protein; (Y) nuclear structure; (Z) cytoskeleton.

# Supplementary material for: Transcriptomic profile of lettuce seedlings (Lactuca sativa) response to microalgae extracts used as biostimulant agents
**Source:** AoB Plants. 2023 Jul 2;15(4):plad043. doi: 10.1093/aobpla/plad043
**Supplement:** plad043_suppl_Supplementary_Table_S3

**Table S3. Number of core gene set deregulated by algal treatments categorized following the Mapman enrichment analysis**

|  |  |  |  |
| --- | --- | --- | --- |
| **Mapman category** | ***Up regulated*** | ***Down regulated*** | ***Total*** |
|  |  |  |  |
|  |  |  |  |
| *Protein homeostasis* | 4 | 29 | 33 |
| *Lipid metabolism* | 3 | 15 | 18 |
| *Phytohormone* | 5 | 5 | 10 |
| *Carbohydrate metabolism* | 1 | 6 | 7 |
| *Protein translocation* | 0 | 7 | 7 |
| *Secondary metabolism* | 1 | 5 | 6 |
| *Amino acid metabolism* | 0 | 6 | 6 |
| *RNA processing* | 1 | 4 | 5 |
| *Redox homeostasis* | 0 | 5 | 5 |
| *Nucleotide metabolism* | 0 | 4 | 4 |
| *Nutrient upkate* | 0 | 3 | 3 |
| *Chromatin organisation* | 0 | 1 | 1 |
| *Cellular respiration* | 0 | 1 | 1 |
| *Polyamine metabolism* | 0 | 1 | 1 |

# Supplementary material for: Transcriptomic profile of lettuce seedlings (Lactuca sativa) response to microalgae extracts used as biostimulant agents
**Source:** AoB Plants. 2023 Jul 2;15(4):plad043. doi: 10.1093/aobpla/plad043
**Supplement:** plad043_suppl_Supplementary_Table_S4

**Table S4. Number of DEGs belonging to each Mapman category**

| **Category** | *LsCv vs LsCk* | *LsSq vs LsCk* | *LsCv vs LsSq* | *Total* |
| --- | --- | --- | --- | --- |
| *Protein homeostasis* | 68 | 138 | 47 | 253 |
| *Phytohormone* | 69 | 43 | 36 | 148 |
| *Lipid metabolism* | 73 | 45 | 22 | 140 |
| *Amino acid metabolism* | 58 | 18 | 19 | 95 |
| *Secondary metabolism* | 24 | 20 | 8 | 52 |
| *Cell division* | 14 | 0 | 32 | 46 |
| *Carbohydrate metabolism* | 18 | 14 | 9 | 41 |
| *Nutrient upkate* | 17 | 13 | 7 | 37 |
| *Redox homeostasis* | 13 | 11 | 8 | 32 |
| *Nucleotide metabolism* | 18 | 7 | 8 | 33 |
| *RNA processing* | 15 | 12 | 6 | 33 |
| *Chromatin organisation* | 14 | 5 | 15 | 29 |
| *Cell wall organisation* | 15 | 5 | 5 | 25 |
| *Protein translocation* | 9 | 7 | 2 | 18 |
| *DNA damage response* | 10 | 0 | 6 | 16 |
| *Photosynthesis* | 8 | 0 | 2 | 10 |
| *Coenzyme metabolism* | 5 | 2 | 2 | 9 |
| *Cellular respiration* | 0 | 3 | 1 | 4 |
| *Polyamine metabolism* | 1 | 1 | 1 | 3 |

How the deposited data were processed for this re-analysis (not part of the article)

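RNA from the leaves of lettuce seedlings was sequenced in 6 libraries, 2 of untreated seedlings (*Ls*CK), 2 of seedlings treated with the *C. vulgaris* extract (*Ls*Cv) and 2 of seedlings treated with the *S. quadricauda* extract (*Ls*Sq), all collected 4 days after treatment. The labels of the series and the methods gave the group and the replicate number of each library, and no library was left out. According to the methods, poly-A RNA was converted to libraries and sequenced as paired reads, low-quality reads were removed, the reads were assembled with Trinity, transcripts were grouped into clusters with Corset and counted with RSEM.

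The authors deposited a table of expected counts, 1 per cluster and library, which RSEM estimates and which need not be whole numbers. No normalization had been applied to them. The table holds 39253 clusters, and columns of per-sample values that were not used numbered 0. The assembly was not used here, nor was the table of gene names of the reference genome, because the clusters carry no names of that genome. Names of clusters were taken from Tables 5, 6, S1 and S2. Table S2 was held in part (1214 of 1330 clusters). The log2 fold changes and the qRT-PCR values of the supplement are the authors' own. The log2 fold changes of Table S1 were held without a decimal point, which was placed after the first digit.

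The expected counts were rounded to whole numbers and tested in R 4.3.3 with edgeR 4.0.16. Clusters were filtered with filterByExpr by group, library sizes were scaled by TMM, and glmQLFit and glmQLFTest were run on all 6 libraries in 1 fit with a group factor, without robust estimation, so that the groups share 1 estimate of the spread. Contrasts gave *Ls*Cv versus *Ls*CK, *Ls*Sq versus *Ls*CK and *Ls*Cv versus *Ls*Sq. The p-values were adjusted by the Benjamini-Hochberg method over the 28157 clusters tested, and the threshold was 0.05. Log2 fold changes were fitted with a prior count of 0.125, and their standard errors were computed from the fold change and the F statistic. CPM were scaled by TMM. The TMM factors were 0.995 and 1.09 for the *Ls*CK replicates, 0.836 and 1.03 for *Ls*Cv, and 1.05 and 1.02 for *Ls*Sq. Where all libraries of a group had 3 counts or fewer, the fold change was given as a lower bound against 3 counts. DESeq2 1.42.0 was used for alternatives, with adjusted p-values that it leaves undefined kept undefined. Shares of reads carry 95% Wilson intervals, which cover counting error only because the reads have no molecular identifiers. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

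The total counts were between 26408716 and 35184764 per library, and the 10 clusters with the most counts took 3.54 to 6.79% of a library. At these depths 3 counts correspond to 0.0857 to 0.111 CPM. The precision of the comparisons is limited by the 2 libraries per group. Code was tested on simulated data drawn from the means and library sizes of the real clusters, with 200 clusters changed. The 200 were chosen among clusters with higher counts, and every cluster was given the same dispersion. At the common dispersion estimated from the libraries, 0.211, edgeR called 5 of the 200 at a log2 fold change of 2 and 192 at 4. DESeq2 called 56 and 193. Among unchanged clusters, edgeR called 0 and 11 and DESeq2 called 19 and 47, so the added calls of DESeq2 came with more false ones. At a dispersion of 0.02, edgeR called 200 and 200. The comparisons with *Ls*CK share their control, so that groups without any change were simulated against it in 20 draws, of which 10 were also tested with DESeq2.

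A rule named the clusters of Tables 5, 6 and S1. It also named the 5 clusters with an animal description and the highest mean count in the control. Core clusters with the smallest p-values were to be named too, of which the edgeR fit gave 0. Outside the rule, 3 clusters counted in *Ls*Cv replicate 2 only were named after their values had been seen. The design, this rule and the alternatives were fixed before the data were examined, apart from 3 settings that the text describes as chosen after the values had been seen. The alternatives were DESeq2's size factors or no scaling, DESeq2 on all 6 libraries or on the libraries of the groups compared, edgeR on the groups compared, no filter, a mean of at least 10 counts, the replicate number as a block, robust estimation, a prior count of 2, an adjusted p of 0.01, core limits of 1 or none, scaling without the animal-described clusters, clusters without counts in a whole group left out, and each library left out in turn. The correlation with qRT-PCR was tested over all 362880 pairings of the 9 genes. Terms of Fig. 1 were counted from the study's own assignments in Table S2, and its KEGG, KOG, MapMan and transcription factor assignments were not used here.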

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

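Of the tests in this part, those on RNA carried over with the extract were chosen only after the result was seen.

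*Ls*CK replicate 2 had counts in many clusters that no other library contained. With a minimum of 10 counts in 1 library and 0 in the other 5, there were 1415 such clusters in *Ls*CK replicate 2, against 85 in *Ls*CK replicate 1, 54 and 174 in *Ls*Cv replicates 1 and 2, and 99 and 31 in *Ls*Sq replicates 1 and 2. They took 0.335% of the counts of *Ls*CK replicate 2. Of the 1415, 903 are listed as down-regulated by both extracts in the part of Table S2 held here.

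The 619 clusters that Table S2 describes by an animal protein and by none of the plants searched for took 0.118% of the counts of *Ls*CK replicate 2 (Wilson 95% interval 0.117 to 0.119%) and 0.000359% of those of *Ls*CK replicate 1, with 0.000236 to 0.000394% in the treated libraries. *Ls*CK replicate 2 held 98.5% of all their counts. A candidate explanation is RNA of an animal on the leaves of that sample, and it is consistent with the highest of these clusters. An actin (Cluster-2806.0) had 1197 counts in *Ls*CK replicate 2 and at most 5 in any other library, and a calcium-transporting ATPase (Cluster-3049.0) had 157 and 0. A further actin (Cluster-3158.1) had 255 counts in *Ls*CK replicate 2 and at most 11 in any other library. A tubulin (Cluster-1404.0) and an actin (Cluster-15809.4779) had 975 and 599 counts in *Ls*CK replicate 2 but 43.4 to 59.5 and 12.0 to 65.3 in the others, so these clusters also take reads in libraries that lack the rest. A fall of animal transcripts in response to the extracts is argued against by *Ls*CK replicate 1, an untreated library that held 0.399% of their counts. Which organism was present, and whether the RNA came from the plants or entered later, was not tested.

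*Ls*Cv replicate 2 had 174 clusters with at least 10 counts that no other library contained, and they took 0.191% of its counts. Of its counts, 0.174% lie in 3 clusters of adjacent numbers, named here after their values were seen. Cluster-15809.14601 had 30267 counts, or 0.104% of the library (Wilson 95% interval 0.103 to 0.105%), Cluster-15809.14602 had 18871 and Cluster-15809.14603 had 1457, each with 0 counts in the other 5 libraries. RNA carried over with the *C. vulgaris* extract alike to both *Ls*Cv samples is argued against, since 0 counts in *Ls*Cv replicate 1 allow each of the 3 a share of up to 9.25e-06%. RNA carried over to *Ls*Cv replicate 2 only cannot be told apart from another source in that sample, because no further library was at hand. For comparison, with at least 10 counts in both libraries of a group and 0 elsewhere there were 6 clusters in *Ls*Cv, 4 in *Ls*CK and 8 in *Ls*Sq, and with any count 110, 218 and 160. What these 3 clusters encode was not analysed here, a virus, another organism or a gene active in that sample stay open, and no biological explanation was tested.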

How the results depend on the processing

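Settings chosen only after the values were seen are named as such here, and no tests of causes were made in this part. The cause was not tested for any change below, except where the setting itself shows it.

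The 0 DEGs of the edgeR fit were 0 under every edgeR alternative tried: DESeq2's size factors, no scaling, edgeR on the groups compared, no filter, a mean of at least 10 counts, the replicate block, robust estimation, clusters without counts in a group left out, and scaling without the animal-described clusters. Their smallest adjusted p ranged from 0.0542 to 0.655 in *Ls*Cv versus *Ls*CK, from 0.769 to 0.997 in *Ls*Sq versus *Ls*CK, and from 0.0517 to 0.265 in *Ls*Cv versus *Ls*Sq, with the lowest of the first and last without the filter. At an unadjusted p under 0.05 the split of higher and lower clusters moved with the scaling, the libraries in the fit and the filter. Against 672 and 1787 for *Ls*Cv versus *Ls*CK and 1763 and 2733 for *Ls*Cv versus *Ls*Sq, DESeq2's size factors gave 816 and 1601, and 2129 and 2368, and no scaling gave 407 and 2134, and 1234 and 3108. edgeR on the groups compared gave 355 and 1039 for *Ls*Cv versus *Ls*CK, and 2954 and 2848 for *Ls*Cv versus *Ls*Sq, where the excess of lower clusters was gone. Without the filter, *Ls*Sq versus *Ls*CK had 490 higher and 1173 lower clusters, against 627 and 683. Without scaling the median log2 fold change of all clusters moved from -0.03 to -0.19 in *Ls*Cv versus *Ls*CK and from -0.06 to -0.20 in *Ls*Cv versus *Ls*Sq.

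DESeq2 on all 6 libraries called 437 DEGs (68 up- and 369 down-regulated) in *Ls*Cv versus *Ls*CK, 144 (33 and 111) in *Ls*Sq versus *Ls*CK and 1469 (662 and 807) in *Ls*Cv versus *Ls*Sq, with a core gene set of 74 (7 and 67). On the groups compared it called 225 (18 and 207), 179 (51 and 128) and 2782 (1546 and 1236), with a core of 70 (4 and 66). With the adjustment over every cluster with a p-value, chosen after the values were seen, it called 212 (17 and 195), 159 (45 and 114) and 2439 (1374 and 1065), with a core of 68 (4 and 64). With *Ls*CK replicate 2 entered for both control libraries, also chosen after the values were seen, it called 7197 (3254 and 3943) and 7118 (2773 and 4345), with a core of 2073 (528 and 1545), and with the further limit of 0.5 between the log2 fold changes of a cluster a core of 1330 (146 and 1184). That control is 1 library used for both, so its spread is 0 by construction.

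Of the clusters of Table 5 in *Ls*Cv versus *Ls*Sq, DESeq2 called 8 on all 6 libraries and 12 on the groups compared, and 12 with the adjustment over every cluster. Against *Ls*CK it called 1 of them in *Ls*Cv on all 6 libraries, and 8 in *Ls*Cv and 4 in *Ls*Sq with *Ls*CK replicate 2 for both. Of the clusters of Table 6 it called 1 in *Ls*Cv versus *Ls*CK on all 6 libraries, 1 in *Ls*Cv versus *Ls*Sq on the groups compared and 1 with the adjustment over every cluster, and 10 and 10 against *Ls*CK with *Ls*CK replicate 2 for both. Of Table S1 it called 1 on all 6 libraries, 1 on the groups compared and 4 with *Ls*CK replicate 2 for both. Apart from the fits with 1 library left out, for which no p is given, and the fit with a block described below, Pearson's r with qRT-PCR was past 0.05 under DESeq2 on all 6 libraries (0.669, exact permutation p = 0.0496) and with *Ls*CK replicate 2 for both (0.806, exact permutation p = 0.00831).

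The groups share replicate numbers. Deviations from the group mean of samples with the same number correlated at 0.186 between *Ls*CK and *Ls*Cv, 0.239 between *Ls*CK and *Ls*Sq and 0.153 between *Ls*Cv and *Ls*Sq, but with 2 numbers and no statement in the paper that a number marks a shared batch the samples share only a number. With the replicate number as a block, edgeR called 0 DEGs in each comparison (3319, 1780 and 5455 clusters at an unadjusted p under 0.05), Pearson's r with qRT-PCR was 0.754 (exact permutation p = 0.0157) and Spearman's rho 0.783 (exact permutation p = 0.0172), and the log2 fold change of Cluster-6996.0 in *Ls*Sq versus *Ls*CK became 0.49.

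With each library left out in turn, the median absolute log2 fold change ranged from 0.39 to 0.67 in *Ls*Cv versus *Ls*CK and from 0.38 to 0.53 in *Ls*Sq versus *Ls*CK. That of *Ls*Sq versus *Ls*CK also moved to 0.36 with the groups compared and to 0.36 with a mean of at least 10 counts. Without those of Table 5 against *Ls*CK, there were 51 log2 fold changes of single clusters. Of the 12 clusters of Table 5, 10 kept their sign in every such fit in *Ls*Cv versus *Ls*CK, and 6 in *Ls*Sq versus *Ls*CK. Of the 51, 22 changed sign when 1 library was left out, 17 against *Ls*CK and 5 in *Ls*Cv versus *Ls*Sq. In *Ls*Sq versus *Ls*CK the ranges were -2.25 to 0.87 (Cluster-8434.0), -3.23 to 0.39 (Cluster-17059.0), -1.90 to 0.53 (Cluster-5788.0), -2.17 to 0.65 (Cluster-15809.12001), -0.27 to 1.91 (Cluster-18385.0), -0.10 to 2.36 (Cluster-14748.0), -4.74 to 2.82 (Cluster-4711.0), -2.61 to 7.25 (Cluster-6996.0), -0.17 to 0.50 (Cluster-16212.0), -1.48 to 0.81 (Cluster-15809.12921) and -4.35 to 2.99 (Cluster-15809.8681). For *Ls*Cv versus *Ls*CK they were -2.49 to 0.29 (Cluster-15809.12001), -0.15 to 2.07 (Cluster-18385.0), -0.076 to 2.69 (Cluster-14748.0), -3.75 to 4.28 (Cluster-4711.0), -2.00 to 1.36 (Cluster-18508.0) and -1.39 to 2.17 (Cluster-13343.0). Those of *Ls*Cv versus *Ls*Sq were -1.50 to 0.88 (Cluster-17059.0), -0.87 to 0.041 (Cluster-15809.12001), -1.34 to 1.60 (Cluster-18385.0), -0.73 to 0.91 (Cluster-14748.0) and -1.37 to 3.78 (Cluster-4711.0). With *Ls*CK replicate 2 for both control libraries the sign changed for Cluster-4711.0 (4.30 in *Ls*Cv and 2.80 in *Ls*Sq), Cluster-6996.0 (6.62 in *Ls*Sq), Cluster-15809.8681 (2.95 in *Ls*Sq) and Cluster-18508.0 (1.36 in *Ls*Cv), and with DESeq2's size factors in the edgeR fit for Cluster-18508.0 (0.0020 in *Ls*Cv). In the other alternatives, 24 log2 fold changes of single clusters kept their sign and passed the threshold, 10 with DESeq2 on all 6 libraries and 14 with DESeq2 on the groups compared, and 329 kept both sign and side.

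A minimum of 100 in place of 10 counts left 1 and 196 clusters counted only in *Ls*CK replicates 1 and 2, 2 and 7 in *Ls*Cv, and 3 and 1 in *Ls*Sq, and a minimum of 10 counts in both libraries left 4, 6 and 8 clusters counted only in *Ls*CK, *Ls*Cv and *Ls*Sq. With descriptions of *Drosophila melanogaster* alone, the share of reads was 1.71e-05% in *Ls*CK replicate 1, 0.0293% in *Ls*CK replicate 2 and 0, 0, 0 and 0% in the treated libraries, as fewer clusters are counted. The share of core clusters with the larger change in *Ls*Cv had no value because the core gene set had 0 clusters, so its alternatives were not run. The depth of the libraries limits clusters near 3 counts, such as Cluster-9839.0 in *Ls*Cv, to bounds.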

Differences from the paper's values

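The counts of DEGs differ from those of Table 4. The edgeR fit called 0 up- and 0 down-regulated genes in *Ls*Cv versus *Ls*CK against the paper's 3254 and 3943, and 0 and 0 in *Ls*Sq versus *Ls*CK against the paper's 2773 and 4345. None of the alternatives set before the data were examined closed these gaps. DESeq2 on the groups compared with *Ls*CK replicate 2 entered for both control libraries, a setting chosen after seeing the values, gave 3254 and 3943, and 2773 and 4345. In *Ls*Cv versus *Ls*Sq the edgeR fit called 0 DEGs against the paper's 2439 (1374 up- and 1065 down-regulated). Of the alternatives set before the data were examined, DESeq2 on the groups compared was within 1.5 times of the 3 values (2782, 1546 and 1236), DESeq2 on all 6 libraries was within it for the down-regulated genes (807), and the others were not. DESeq2 on the groups compared with the adjustment over every cluster, chosen after seeing the values, gave 2439, 1374 and 1065. For the paper's sum of 16754 DEGs, the edgeR fit gave 0, and none of the alternatives set before the data were examined closed the gap. Entering *Ls*CK replicate 2 for both control libraries in DESeq2, chosen after seeing the values, gave 17097 with the 2782 DEGs of *Ls*Cv versus *Ls*Sq, a fit without control libraries.

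The core gene set of the edgeR fit had 0 clusters, 0 up- and 0 down-regulated, against the paper's 1330, 146 and 1184. None of the alternatives set before the data were examined closed the gaps. DESeq2 with *Ls*CK replicate 2 entered for both control libraries and a limit of 0.5 on the difference between the log2 fold changes of a cluster, both chosen after seeing the values, gave 1330, 146 and 1184. Without that limit, the same setting chosen after seeing the values gave 1545 down-regulated clusters. Those settings were found after other choices of control libraries, of libraries in the fit, of the adjustment and of limits for the core gene set had been tried.

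Of the 20 log2 fold changes of Table 6, 12 differ. In *Ls*Cv versus *Ls*CK, the value was -1.72 against the paper's -2.18 for Cluster-15809.3701, 0.95 against the paper's 2.70 for Cluster-14748.0, 1.32 against the paper's 2.90 for Cluster-15809.8656, -0.95 against the paper's 4.30 for Cluster-4711.0 and 3.04 against the paper's 11.00 for Cluster-6996.0. In *Ls*Sq versus *Ls*CK, it was -1.11 against the paper's -1.93 for Cluster-5788.0, -1.34 against the paper's -2.20 for Cluster-15809.12001, -1.48 against the paper's -2.02 for Cluster-15809.3701, 0.66 against the paper's 2.32 for Cluster-14748.0, 0.84 against the paper's 2.34 for Cluster-15809.8656, -2.37 against the paper's 2.79 for Cluster-4711.0 and -1.28 against the paper's 6.61 for Cluster-6996.0. Of the alternatives set before the data were examined, leaving out *Ls*CK replicate 1 brought the 12 values within the error of the fold change. For Cluster-6996.0, the control library left has 0 counts, so that its values there, 11.60 and 7.25, depend on the prior count and are no more than a sign of a higher level in the treated libraries. Leaving out *Ls*Sq replicate 2 did so for Cluster-5788.0 and Cluster-15809.12001, DESeq2 on the groups compared for Cluster-15809.12001, and leaving out *Ls*Cv replicate 1 for Cluster-15809.3701 in *Ls*Cv versus *Ls*CK. The others closed none of the 12 gaps. Entering *Ls*CK replicate 2 for both control libraries in DESeq2, chosen after seeing the values, also closed the 12 gaps and called the 10 clusters in both comparisons.

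For Table S1, 6 of the 9 log2 fold changes differ. The value was 0.95 against the paper's 4.25 for Cluster-13343.0, -0.60 against the paper's -1.58 for Cluster-15809.7285 and 0.17 against the paper's -1.41 for Cluster-16212.0, and no setting tried closed these 3 gaps. It was -0.72 against the paper's 1.15 for Cluster-15809.12921, which leaving out *Ls*CK replicate 2 closed (0.81). It was -1.94 against the paper's 2.62 for Cluster-15809.8681, which leaving out *Ls*CK replicate 1 closed (2.99). It was -0.060 against the paper's 1.42 for Cluster-18508.0, which leaving out *Ls*CK replicate 1 (1.36) or *Ls*Cv replicate 1 (0.76) closed. The other alternatives set before the data were examined did not. Entering *Ls*CK replicate 2 for both control libraries in DESeq2, chosen after seeing the values, gave 2.95 for Cluster-15809.8681 and 1.36 for Cluster-18508.0. The coefficient of determination with qRT-PCR was 0.437 against the paper's 0.91. The paper's own log2 fold changes of Table S1 gave 0.912 with the same sign in 9 of the 9 genes, so the gap lies in the fold changes. Leaving out *Ls*CK replicate 1 gave 0.640, within 1.5 times of the paper's 0.91. Entering *Ls*CK replicate 2 for both control libraries in DESeq2, chosen after seeing the values, also came within it (0.650). The other alternatives set before the data were examined did not.

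The paper states that the 12 clusters of Table 5 are DEGs in *Ls*Cv versus *Ls*Sq, where edgeR called 0. DESeq2 called 12 on the groups compared and 8 on all 6 libraries. The paper states that the clusters of Table 6 have the same direction with both extracts and the larger change with *C. vulgaris* in all cases. In the edgeR fit PNP had opposite signs (3.04 and -1.28), and PILS7 had the larger change with *S. quadricauda* (-2.37 against -0.95). The paper describes PILS as highly up-regulated, and its log2 fold change was negative in both comparisons. The paper describes a more pronounced response to *C. vulgaris*. The median absolute log2 fold change, over all tested clusters, was larger in *Ls*Cv (0.46 against 0.38) and smaller in *Ls*Cv without *Ls*CK replicate 2 (0.39 against 0.53). For the terms of Fig. 1, the part of Table S2 held here gives 77 down-regulated clusters for 'protein binding' against the paper's 60. It gives 71 for 'oxidation-reduction process' against the paper's 60, and 49 for 'ATP binding' against the paper's 24. For 'DNA binding' it gives 7 up- and 31 down-regulated clusters against the paper's 11 and 19. No setting of the tests changes these counts of table entries.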

Other observations

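Of the tests in this part, those on the source of the paper's fold changes, on the distance between the *Ls*CK libraries and on the repression of clusters without counts in the treated libraries were chosen only after the result was seen.

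The log2 fold changes that Table S2 gives against *Ls*CK were set beside DESeq2 fits with 4 choices of control. With both *Ls*CK libraries, 0 of the 1214 clusters held matched the paper's values within 0.001 in both comparisons. With *Ls*CK replicate 1 entered for both, 311 clusters had a value and 0 of these matched, while the rest could not be compared. With *Ls*CK replicate 2 entered for both control libraries, 1214 of 1214 (100%) matched, with a largest difference of 2.66e-05. With *Ls*CK replicate 2 as the only control library, 93 (7.66%) matched, which argues against *Ls*CK replicate 1 having been left out of the fit. The values of Table S2 are thus consistent with a fit in which the counts of *Ls*CK replicate 2 stood in both control columns. Such a control shows no spread between replicates, so that any cluster in which *Ls*CK replicate 2 differs from the treated libraries can be called. Whether the study's own table differed from the deposited one in this or in another way was not tested. The log2 fold changes of Table S1 did not match these fits, nor any other choice of control and treated libraries that was tried.

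The *Ls*CK libraries differed more from each other (Spearman's rho 0.926) than *Ls*CK replicate 1 differed from any treated library (0.946 to 0.960). A smaller total count of *Ls*CK replicate 2 is argued against: after every library had been thinned to its total, the rho of *Ls*CK replicate 1 with the treated libraries was still 0.945 to 0.960. Leaving out the animal-described clusters and those counted in 1 library only kept 28154 of the 28157 tested clusters, with a rho of 0.927. Those clusters are thus too few among the tested ones to set this rho. The step could not move rho, so it does not test reads of another organism as the cause. Reads of another organism within the clusters of lettuce were not tested. Over clusters with a mean of at least 100 counts, again without those clusters, rho was 0.847 between the *Ls*CK libraries and 0.889 to 0.939 between *Ls*CK replicate 1 and the treated libraries. A mislabelled sample cannot be told apart from a difference between plants: *Ls*CK replicate 2 reached a rho of 0.960 with an *Ls*Sq library, above its rho with *Ls*CK replicate 1 and below the 0.975 between the *Ls*Sq libraries, and with 2 libraries per group no further untreated library shows which of the *Ls*CK libraries is typical. A difference in the state of the untreated plants at harvest stays open and was not tested.

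The paper reports more down- than up-regulated core clusters. One explanation is that clusters counted in the control alone make up the excess. With *Ls*CK replicate 2 entered for both control libraries and the limit of 0.5 between the log2 fold changes, there were 1184 down- and 146 up-regulated clusters. Leaving out the clusters with 0 counts in every library of a group left 145 down- and 146 up-regulated clusters. This filter removes clusters for having fallen to 0 counts, so its outcome follows from the pattern, and clusters absent from the treated libraries for a technical reason cannot be told apart by it from repressed ones. Of the 1068 down-regulated clusters of Table S2 held, 904 had 0 counts in *Ls*CK replicate 1, which is untreated too. This argues against a repression by the extracts as the source of these clusters, whatever their description: those counted in *Ls*CK replicate 2 only comprise 613 animal-described, 10 lettuce-described and 280 other clusters. A repression of the clusters that both *Ls*CK libraries contain stays open and was not tested separately.

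The larger change in *Ls*Cv than in *Ls*Sq against the same control is consistent with the spread between the treated libraries. The median absolute log2 ratio between replicates was 0.56 in *Ls*Cv and 0.30 in *Ls*Sq, and a group with a larger spread has larger fold changes by chance. A stronger response of the seedlings to *C. vulgaris* stays open, since the order of the extracts changed with the *Ls*CK library that was left out and both explanations predict larger fold changes in *Ls*Cv.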
